# Mediator MED23 regulates inflammatory responses and liver fibrosis

**DOI:** 10.1371/journal.pbio.3000563

**Published:** 2019-12-05

**Authors:** Zhichao Wang, Dan Cao, Chonghui Li, Lihua Min, Gang Wang

## Abstract

Liver fibrosis, often associated with cirrhosis and hepatocellular carcinomas, is characterized by hepatic damage, an inflammatory response, and hepatic stellate cell (HSC) activation, although the underlying mechanisms are largely unknown. Here, we show that the transcriptional Mediator complex subunit 23 (MED23) participates in the development of experimental liver fibrosis. Compared with their control littermates, mice with hepatic *Med23* deletion exhibited aggravated carbon tetrachloride (CCl_4_)-induced liver fibrosis, with enhanced chemokine production and inflammatory infiltration as well as increased hepatocyte regeneration. Mechanistically, the orphan nuclear receptor RAR-related orphan receptor alpha (RORα) activates the expression of the liver fibrosis-related chemokines C-C motif chemokine ligand 5 (CCL5) and C-X-C motif chemokine ligand 10 (CXCL10), which is suppressed by the Mediator subunit MED23. We further found that the inhibition of *Ccl5* and *Cxcl10* expression by MED23 likely occurs because of G9a (also known as euchromatic histone-lysine N-methyltransferase 2 [EHMT2])-mediated H3K9 dimethylation of the target promoters. Collectively, these findings reveal hepatic MED23 as a key modulator of chemokine production and inflammatory responses and define the MED23-CCL5/CXCL10 axis as a potential target for clinical intervention in liver fibrosis.

## Abstract 2

Liver fibrosis is characterized by hepatic damage, an inflammatory response, and hepatic stellate cell activation, but the underlying mechanisms remain unclear. This study reveals that the transcriptional Mediator subunit MED23 regulates the pathogenesis of liver fibrosis by controlling the production of inflammatory cytokines such as CCL5 and CXCL10.

## Introduction

Liver fibrosis is a major chronic liver disease that can progress to more severe liver cirrhosis and eventually cause hepatocellular carcinoma, accompanied by significant mortality [1, 2]. Sufficient evidence supports the hypothesis that liver fibrosis is the consequence of the wound-healing response, which maintains the original architecture to accommodate the compensatory proliferation of hepatocytes [3]. It is worth noting that despite the annual increases in the prevalence and risk of liver fibrosis, especially in Asian countries, there is no proven effective treatment strategy to date [4]. Thus, further understanding of the molecular pathophysiology of liver fibrosis and development of mechanism-based therapeutics are urgently needed.

Several studies to date have demonstrated that hepatic inflammation plays an important role in the underlying pathogenesis of liver fibrosis, which subsequently leads to the recruitment and activation of hepatic stellate cells (HSCs) as well as the excess production of extracellular matrix (ECM) proteins [2, 5, 6]. In addition, inflammation acts as a fuel to accelerate liver cell proliferation and tissue regeneration. During fibrotic liver diseases, diverse hepatic immune cells, especially macrophages, are dynamically recruited to the injury site in a manner mainly determined by the cytokines and chemokines (C-C motif chemokine ligand 2 [CCL2], C-C motif chemokine ligand 5 [CCL5], C-X-C motif chemokine ligand 10 [CXCL10], etc.) secreted by hepatocytes, HSCs, and endothelial cells [2]. These inflammatory factors control the migration and positioning of immune cells and HSCs, which express chemokine receptors, thus defining the magnitude of the inflammatory response during fibrosis progression. Among these chemokines, CCL2 is the most widely studied. The important role of the CCL2-C-C motif chemokine receptor 2 [CCR2] signaling in liver fibrosis has been established in several experimental models using CCL2- or CCR2-deficient mice. The functional relevance of CCL2 is dependent on the recruitment of HSCs and infiltration of macrophages [7–10]. Another critical chemokine pathway is the CCL5 (also known as regulated upon activation normal T cell expressed and secreted factor [RANTES])-CCR1/CCR5 pathway, which is largely enhanced in fibrotic livers [11]. Either genetic knockout of CCL5 or pharmacological inhibition of CCL5 by the antagonist Met-CCL5 (CCL5 protein Ser24-Ser91, with an N-terminal Met) in mice ameliorated experimental liver fibrosis [12]. In addition, CXCL10 seems profibrogenic, either by modulating hepatic macrophage infiltration or by inhibiting natural killer (NK) cell–mediated HSC inactivation [13, 14]. Although the downstream effects of these chemokines are well defined, the associated upstream signaling and transcriptional regulation in hepatocytes remain largely unknown.

Mediator is a transcriptional cofactor complex that is considered as part of the general transcriptional machinery. In response to environmental or developmental cues, Mediator can activate or repress specific gene transcription through physically interacting with distinctive DNA-bound transcription factors (TFs) [15, 16]. Increasing evidence suggests that different Mediator subunits control diverse signaling pathways and biological processes; and its dysregulation leads to developmental abnormalities, metabolic disorders, and cancer [17]. In this study, we focused on Mediator complex subunit 23 (MED23), which has been shown to participate in hepatic glucose and lipid metabolism [18]. Although mice with liver-specific knockout of *Med23* (*med23*^Δli^) do not display abnormal hepatic histology and function, *Med23* ablation improves hepatic glucose metabolism, as reflected by enhanced glucose tolerance and insulin sensitivity. Notably, liver-specific *Med23* deletion prevented high-fat diet (HFD)- and genetic-induced obesity and reduced the related pathological consequences of this condition [18]. The spectrum of liver diseases could range from simple steatosis to nonalcoholic steatohepatitis (NASH), fibrosis, cirrhosis, and liver cancer [19]. Considering the connection between liver metabolism and chronic liver diseases, we sought to determine whether MED23 might be involved in the pathogenesis of liver fibrosis, and we found that the silencing of *Med23* in hepatocytes aggravates the development of carbon tetrachloride (CCl_4_)-induced hepatic inflammation and fibrosis, thus defining an important role of hepatic MED23 in liver fibrosis. We further unraveled a novel molecular mechanism by which hepatic MED23 negatively regulates the expression of the hepatic chemokines CCL5 and CXCL10 via suppressing the activity of RAR-related orphan receptor alpha (RORα). RORα has been shown in previous studies to be involved in cerebellum development, circadian rhythms, lipid metabolism, and fat accumulation [20–24]. Our study demonstrated that hepatic RORα, in cooperation with MED23, plays a role in inflammatory responses, acting as a positive regulator of CCL5 and CXCL10 in initiating the liver fibrosis, which suggests new molecular targets for clinical intervention in liver fibrosis.

## Results

### Mice with hepatocyte-specific *Med23* ablation exhibit enhanced liver fibrosis

To investigate the role of MED23 in liver fibrosis, we employed the well-established CCl_4_-induced mouse model of liver fibrosis [25], in which the control *med23-*floxed (*med23*^f/f^) mice and mice with hepatocyte-specific *Med23* deletion (*med23*^Δli^) [18] were intraperitoneally injected with CCl_4_ every 3 days for 1 month. After chronic administration of CCl_4_, *med23*^Δli^ mouse livers exhibited augmented collagen deposition and activated HSC (myofibroblast) expansion compared with these characteristics in *med23*^f/f^ mouse livers, reflected by the increases in Sirius red–positive areas and alpha-smooth muscle actin (α-SMA)-positive areas (Fig 1A and 1B). Increased α-SMA expression in *med23*^Δli^ mice was further confirmed by immunoblotting and quantitative real-time PCR (qRT-PCR) of whole-liver homogenates (*Acta2* encodes α-SMA) (Fig 1C and 1D).

**Fig 1:**
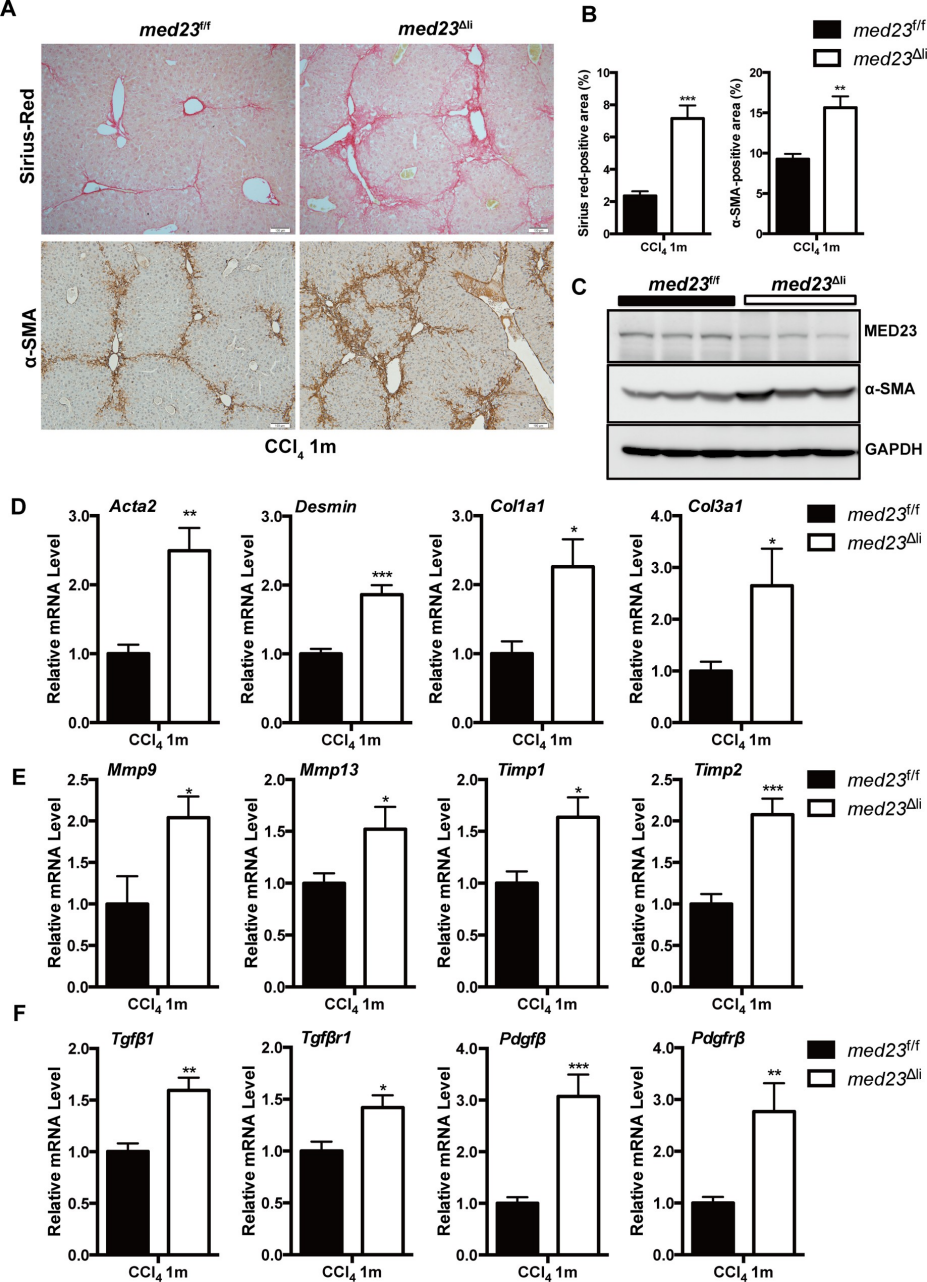
Analysis of liver fibrosis in *med23*^f/f^ and *med23*^Δli^ mice after chronic administration of CCl_4_. (A) Histology analysis of livers from *med23*^f/f^ and *med23*^Δli^ mice. The liver sections of *med23*^f/f^ and *med23*^Δli^ mice after chronic CCl_4_ administration were stained with Sirius red and α-SMA. Representative pictures were shown. (B) Quantification of Sirius red–positive (*n =* 5 per group) and α-SMA-positive areas (*n =* 7 per group) in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice. (C) The total protein was extracted from whole livers of *med23*^f/f^ and *med23*^Δli^ mice and analyzed by western blotting using the indicated antibodies. GAPDH was used as a loading control. (D-F) The total RNA was extracted from whole livers of *med23*^f/f^ and *med23*^Δli^ mice and then analyzed by qRT-PCR to detect the expression of the liver fibrosis-associated genes. The expression was normalized to *Gapdh* (*n =* 7 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. For underlying data, see S1 Data file. α-SMA, alpha-smooth muscle actin; CCl_4_, carbon tetrachloride; Col, collagen; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; Mmp, matrix metalloproteinase; Pdgfβ, platelet derived growth factor beta; Pdgfrβ, platelet-derived growth factor receptor beta; qRT-PCR, quantitative real-time PCR; Tgfβ1, transforming growth factor beta 1; Tgfβr1, transforming growth factor beta receptor 1; Timp, tissue inhibitor of metalloproteinase.

Additionally, the expression of *Desmin*, a marker of HSCs reflecting the number of HSCs, was also higher in *med23*^Δli^ mouse livers than in *med23*^f/f^ mouse livers (Fig 1D). Consistent with the augmented collagen deposition, the collagen type I alpha 1 chain (*Col1a1*) and collagen type III alpha 1 chain (*Col3a1*) levels were up-regulated after *Med23* ablation in hepatocytes (Fig 1D). As liver fibrosis is accompanied by dynamic ECM remodeling [1], we further found that the transcription of matrix metalloproteinases (MMPs) and MMP inhibitors (tissue inhibitors of metalloproteinases [TIMPs]), including *Mmp9*, *Mmp13*, *Timp1*, and *Timp2*, were higher in *med23*^Δli^ mouse livers than in control mouse livers (Fig 1E). In agreement with the increased exacerbation of liver fibrosis, the mRNA levels of profibrogenic factors such as transforming growth factor beta 1 (*Tgfβ1*) and platelet derived growth factor beta (*Pdgfβ*) and their receptors were significantly higher in *med23*^Δli^ mouse livers than in *med23*^f/f^ mouse livers (Fig 1F). Collectively, these data suggest that the ablation of *Med23* in hepatocytes renders mice prone to liver fibrosis.

We also examined the effect of hepatic *Med23* deficiency in another NASH model, which used a methionine and choline-deficient (MCD) diet to induce liver pathology including steatosis, liver inflammation and fibrosis, and hepatocyte death (Wang and colleagues, 2016). Similar to the CCl_4_-induced fibrosis model, *Med23* silencing also resulted in increasing mRNAs related to liver fibrosis, including *Col1a1*, *Col3a1*, *Tgfβ1*, *Pdgfβ*, *Tgfβr1*, *Pdgfrβ*, and *Timp1* (S1A Fig). Importantly we observed that there was an increase in α-SMA^+^ cells (S1B and S1C Fig) as well as protein level of Col1a1 in *Med23*-deficient mouse livers (S1D and S1E Fig), suggesting that *Med23* ablation can also promote MCD diet–induced liver fibrosis.

### *Med23*^Δli^ mice display enhanced hepatocyte proliferation after the chronic administration of CCl_4_

Liver fibrosis is generally considered the consequence of wound responses accompanied by hepatocyte proliferation shortly after injury-induced cell death [3]. Therefore, we next examined cell death and proliferation in *med23*^f/f^ and *med23*^Δli^ mouse livers after CCl_4_ exposure. TUNEL staining revealed fewer apoptotic cells in *med23*^Δli^ mouse livers than in control mouse livers (Fig 2A and 2B). Consistent with this result, the expression of the antiapoptotic genes cellular inhibitor of apoptosis protein 1 (*cIAP1*) and cellular inhibitor of apoptosis protein 2 (*cIAP2*) was slightly increased in livers with *Med23* deletion compared with that in control livers (Fig 2C). Interestingly, we noticed that the apoptotic cells were generally localized with the α-SMA-positive areas in both experimental groups (Fig 2A), suggesting that the observed dead cells were mainly HSCs and that the increased myofibroblast numbers in *med23*^Δli^ mouse livers could be the consequence of decreased cell death. In addition, serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) secretion by damaged hepatocytes, as well as albumin production, were equal in the experimental groups (S2A Fig), suggesting that the degree of liver injury was similar. The liver weight was slightly decreased in *med23*^Δli^ mice, whereas the liver/body weights of *med23*^Δli^ mice were comparable to those of *med23*^f/f^ mice after chronic CCl_4_ administration (S2B Fig). Noticeably, there was a dramatic increase in hepatocyte proliferation after *Med23* ablation, as evidenced by the increased number of proliferating cell nuclear antigen (PCNA)-positive hepatocytes compared with that in control mice (Fig 2D). Consistently, qRT-PCR analysis of mRNA from whole-liver homogenates demonstrated that the level of hepatocyte growth factor (*Hgf*), a key extracellular factor for hepatocyte growth, was higher in *med23*^Δli^ livers than in control livers (Fig 2E). Moreover, compared with *med23*^f/f^ mice, *med23*^Δli^ mice exhibited a significant increase in the expression of genes associated with cell proliferation, including *Cyclin D1*, *c-Fos*, and *c-Jun* (Fig 2E). Taken together, these results indicate that *med23*^Δli^ mice have improved resistance to CCl_4_-induced hepatic cell death, which may explain the enhanced fibrosis. In addition, *med23*^Δli^ mouse livers displayed greater hepatocyte proliferation than control mouse livers, implying an improvement in the repair capability.

**Fig 2:**
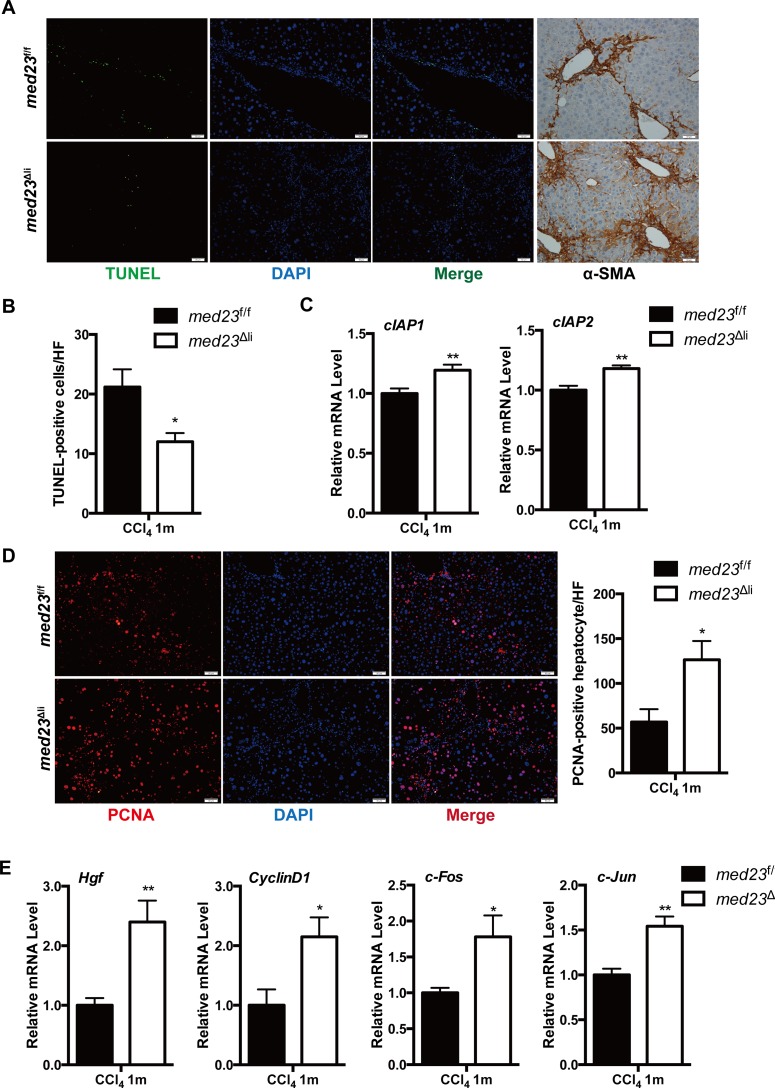
Reduced liver cell death and enhanced hepatocyte proliferation in *med23*^Δli^ mice after chronic administration of CCl_4_. (A) Representative views of TUNEL staining and α-SMA staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice. (B) Quantification of TUNEL-positive cells from the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n =* 6; *med23*^Δli^, *n =* 7). (C) The expression of antiapoptotic genes (*cIAP1* and *cIAP2)* in whole-liver extracts was analyzed by qRT-PCR (*n =* 7 per group). (D) Representative views and quantification of PCNA staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*n =* 7 per group). (E) qRT-PCR analysis of proliferative genes (*Hgf*, *CyclinD1*, *c-Fos*, and *c-Jun*) in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*n =* 7 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01. For underlying data, see S1 Data file. α-SMA, alpha-smooth muscle actin; CCl_4_, carbon tetrachloride; cIAP, cellular inhibitor of apoptosis protein; Hgf, hepatocyte growth factor; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; PCNA, proliferating cell nuclear antigen; qRT-PCR, quantitative real-time PCR.

### Inflammatory infiltration is increased in *med23*^Δli^ mice compared with that in controls after chronic administration of CCl_4_

The infiltration of numerous immune cell populations, including monocytes/macrophages and T cells [2], into the liver is a crucial pathogenic feature following acute and chronic liver injury. Therefore, we next sought to analyze the differential immune responses in the liver between the experimental groups. Histological analysis showed a clear increase in immune cell infiltration (Fig 3A), which was further confirmed by the increased expression of the pan-leukocyte markers *Cd45* and *Cd3g* (Fig 3C) in *med23*^Δli^ mice compared with that in control mice after chronic CCl_4_ treatment. Specifically, we found that the population of macrophages in the liver, as indicated by immunostaining and qRT-PCR analysis of F4/80 expression, was strikingly increased in *Med23*-deficient livers compared with that in control livers (Fig 3A–3C). We further analyzed hepatic mRNA expression of proinflammatory cytokines and chemokines that are responsible for guiding the migration of various immune cells. Whereas the hepatic tumor necrosis factor alpha (*Tnfα*) and interleukin 6 (*Il-6*) mRNA levels were comparable between the experimental groups, the levels of *Il-1α* and *Il-1β* were dramatically increased in *med23*^Δli^ mice compared with those in *med23*^f/f^ mice (Fig 3D). Furthermore, we observed increases of at least 1.5-fold in the levels of chemokines, including *Ccl2*, *Ccl4*, *Ccl5*, and *Cxcl10*, as well as the levels of chemokine receptors, including *Ccr1*, *Ccr2*, *Ccr5*, and C-X-C motif chemokine receptor 2 (*Cxcr2*), in *med23*^Δli^ mice relative to these levels in *med23*^f/f^ mice (Fig 3E and 3F). Thus, mice with *Med23* deletion in hepatocytes seem to be able to mount augmented immune responses to chronic CCl_4_ administration, which possibly results in enhanced liver fibrosis and increased compensatory hepatocyte proliferation.

**Fig 3:**
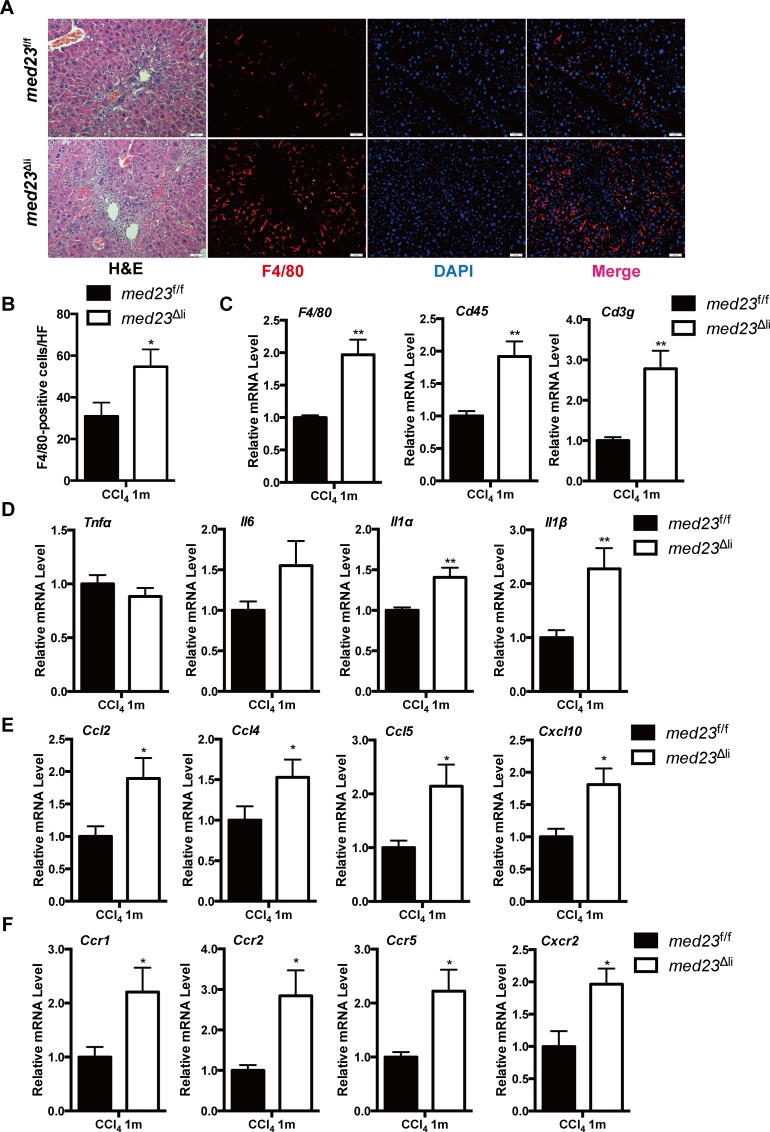
Increased inflammatory infiltration in *med23*^Δli^ mice after the chronic administration of CCl_4_. (A) Liver sections from *med23*^f/f^ and *med23*^Δli^ mice were stained with HE, F4/80, and DAPI respectively. (B) Quantification of F4/80-positive cells from the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n =* 5; *med23*^Δli^, *n =* 7). (C) The mRNA expression of immune cells markers (*F4/80*, *Cd45*, and *Cd3g)* in whole-liver extracts was analyzed by qRT-PCR (*n =* 7 per group). (D-F) qRT-PCR analysis of the expression of cytokines, chemokines, and their receptors in the liver (*n =* 7 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01. For underlying data, see S1 Data file. Ccl, C-C motif chemokine ligand; CCl_4_, carbon tetrachloride; Ccr, C-C motif chemokine receptor; Cxcl, C-X-C motif chemokine ligand; Cxcr, C-X-C motif chemokine receptor; HE, hematoxylin–eosin; Il, interleukin; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; qRT-PCR, quantitative real-time PCR; *Tnfα*, tumor necrosis factor alpha.

### *Med23* deletion enhances the secretion of proinflammatory cytokines and chemokines after acute CCl_4_ treatment

To further address the causal associations among the Mediator subunit MED23 expression, proinflammatory factors production, and macrophage infiltration, we characterized the acute (24-hour) response to CCl_4_ administration in *med23*^f/f^ and *med23*^Δli^ mouse livers. It is known that CCl_4_-induced hepatotoxicity is characterized by centrilobular necrosis [26]. Substantial necrosis was observed in control livers by hematoxylin–eosin (HE) staining (Figs 4A and S3A), but necrosis was scarcely detected in *med23*^Δli^ livers at 24 hours after injury (Figs 4A and S3A). Consistent with the results of chronic CCl_4_ treatment, TUNEL staining showed much fewer apoptotic cells in acutely injured *med23*^Δli^ mouse livers than in *med23*^f/f^ mouse livers (Fig 4A and 4B); this result was verified by the decreased levels of serum ALT and AST (S3B Fig) as well as cleaved caspase 3 and phosphorylation of the histone variant H2AX (γ-H2AX) on immunoblots of whole-liver protein extracts (Fig 4C), suggesting that *Med23* ablation may render the liver refractory to the CCl_4_-induced hepatic damage. Although acute CCl_4_ treatment for 24 hours was not able to induce hepatocyte proliferation, as evidenced by the very small numbers of Ki67-positive hepatocytes in control mice, we did observe a small number of proliferative hepatocytes in *med23*^Δli^ mice (Fig 4D and 4E). Moreover, qRT-PCR analysis of whole-liver homogenates indicated elevated expression of the proliferation-promoting gene *c-Myc* in *med23*^Δli^ mice compared with that in control mice (Fig 4F). These data suggest that liver-specific ablation of the Mediator subunit *Med23* gene resulted in reduced liver damage and enhanced compensatory hepatocyte proliferation in response to acute CCl_4_ treatment.

**Fig 4:**
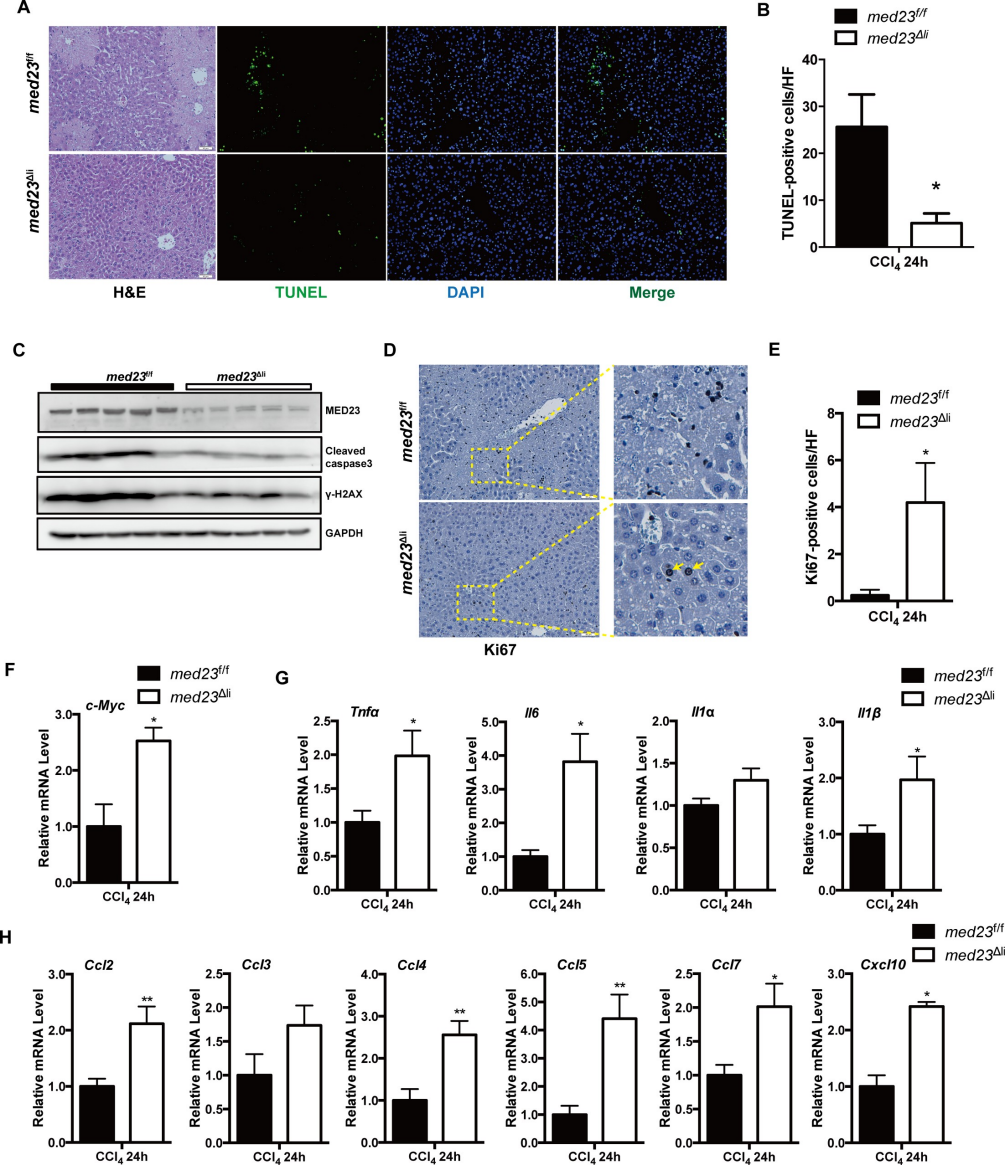
More proinflammatory cytokine and chemokine secretion after acute administration of CCl_4_. (A) Representative views of HE, TUNEL, and DAPI staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice after acute CCl_4_ administration for 24 hours. (B) Quantification of TUNEL-positive cells from the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 5). (C) The total protein was extracted from whole livers of *med23*^f/f^ and *med23*^Δli^ mice and analyzed by western blotting using the indicated antibodies. GAPDH was used as a loading control. (D, E) Representative views of Ki67 staining (D) and quantification (E) in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 5; *med23*^Δli^, *n* = 4). (F) qRT-PCR analysis of *c-Myc* in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 5). (G, H) qRT-PCR analysis of cytokines and chemokines in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 5). Data are presented as means ± SEM. *P < 0.05, **P < 0.01. For underlying data, see S1 Data file. γ-H2AX, phosphorylation of the histone variant H2AX; Ccl, C-C motif chemokine ligand; CCl_4_, carbon tetrachloride; Cxcl, C-X-C motif chemokine ligand; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HE, hematoxylin–eosin; Il, interleukin; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; qRT-PCR, quantitative real-time PCR; *Tnfα*, tumor necrosis factor alpha.

We next performed α-SMA and F4/80 immunostaining as well as a qRT-PCR assay to determine the number of activated HSCs and macrophages, respectively. In contrast to our findings for chronic CCl_4_ treatment, we failed to detect a difference in the numbers of activated HSCs and macrophages between acutely injured control mice and *med23*^Δli^ mice (S3C–S3F Fig). However, we did observe higher mRNA transcript levels of proinflammatory cytokines, including *Tnfα*, *Il-6*, and *Il-1β*, as well as chemokines, including *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl7*, and *Cxcl10*, in acutely injured *med23*^Δli^ mice than in control mice (Fig 4G and 4H), suggesting that these increased cytokines/chemokines in *med23*^Δli^ livers may be not produced by macrophages and HSCs, because the numbers of both of these cell types did not differ between control and *med23*^Δli^ livers after 24 hours of CCl_4_ treatment. Specifically, the protein level of CCL2, which is important for monocyte chemotaxis, was also higher in *med23*^Δli^ mice than in control mice (S3G Fig). By contrast, there was no significant change in the expression of the profibrogenic factors *Tgfβ1* and *Pdgfβ* or the fibrogenic factors *Col1a1* and *Col3a1* between the experimental groups at this early time point (S3H Fig). Thus, it seems that hepatocyte-specific deletion of *Med23* leads to increased secretion of proinflammatory cytokines and chemokines initially, which may subsequently facilitate macrophage and leukocyte recruitment as well as HSC activation.

### Hepatic MED23 suppresses *Ccl5* and *Cxcl10* expression in vivo and in vitro

Hepatic macrophages are well characterized as a main source of proinflammatory factors that contribute to liver fibrosis [2]. However, hepatocytes have also been suggested to produce proinflammatory factors during the process of liver fibrosis [27]. Because it is not clear whether the increased inflammatory factors are derived from the *Med23*-deficient hepatocytes or the infiltrated immune cells, we depleted liver macrophages by tail vein injection of clodronate liposomes (Fig 5A), as reported [28, 29]. Indeed, compared with injection of control liposomes, injection of clodronate liposomes into *med23*^Δli^ mice resulted in an evident reduction in macrophage numbers, as indicated by the expression of the surface marker F4/80, and it did not affect the efficiency of *Med23* deletion (Fig 5B and 5C). Clodronate administration also abolished the marked increase in the production of some cytokines and chemokines, including *Tnfα*, *Il-6*, *Il-1α*, *Il-1β*, and *Ccl2*, in *Med23*-deficient livers under acute CCl_4_ treatment (Fig 5D), suggesting that macrophages may be the source of these increased inflammatory factors. However, *Ccl5* and *Cxcl10* expression remained higher in *med23*^Δli^ mice than in control mice after injection with clodronate liposomes (Fig 5D), suggesting that the increased levels of these two important chemokines could be produced by hepatocytes instead of macrophages.

**Fig 5:**
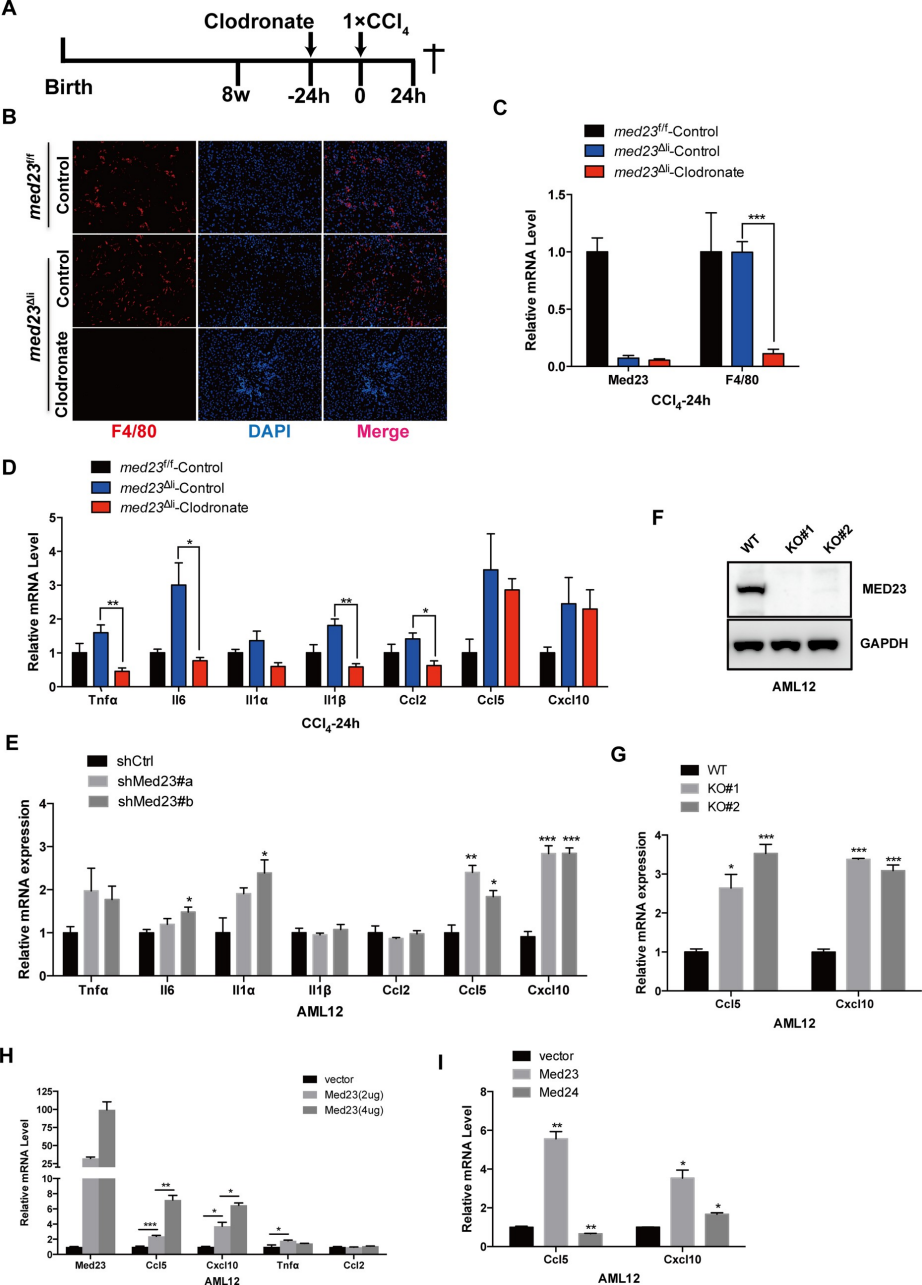
Increased *Ccl5* and *Cxcl10* expression directly in hepatocytes with *Med23* deletion in vivo and in vitro. (A) Strategy to delete macrophages in liver and administrate with acute CCl_4_ for 24 hours. (B) Representative views of F4/80 staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice after tail intravenous injection of control liposome and clodronate liposome and then CCl_4_ administration for 24 hours. (C) qRT-PCR analysis of *Med23* and *F4/80* in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^-Control, *n* = 4; *med23*^Δli^-Control, *n* = 4; *med23*^Δli^-Clodronate, *n* = 7). (D, E) qRT-PCR analysis of proinflammatory cytokines and chemokines in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^-Control, *n* = 4; *med23*^Δli^-Control, *n* = 4; *med23*^Δli^-Clodronate, *n* = 7) (D) and AML12 cells with *Med23* knockdown (*n* = 3 per group) (E). (F) The protein level of MED23 was analyzed by western blotting in AML12 cells after CRISPR/Cas9 mediated *Med23* KO. GAPDH was used as a loading control. (G) qRT-PCR analysis of *Ccl5* and *Cxcl10* in *Med23* KO AML12 cells (*n* = 3 per group). (H, I) qRT-PCR analysis of proinflammatory cytokines and chemokines in AML12 cells after transient transfection (*n* = 3 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. For underlying data, see S1 Data file. AML12, alpha mouse liver 12; Ccl, C-C motif chemokine ligand; CCl_4_, carbon tetrachloride; Cxcl, C-X-C motif chemokine ligand; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; Il, interleukin; KO, knockout; MED23, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; qRT-PCR, quantitative real-time PCR; shCtrl, negative control vector containing scrambled shRNA; shMed23, shRNA against Med23; *Tnfα*, tumor necrosis factor alpha; WT, wild-type.

These phenomena seemed to be cell autonomous because *Med23* knockdown dramatically enhanced the transcriptional levels of some proinflammatory factors, especially *Ccl5* and *Cxcl10*, in alpha mouse liver 12 (AML12) immortalized mouse hepatocytes (Fig 5E). These regulatory effects were confirmed in *Med23*-knockout AML12 cells created by clustered regularly interspaced short palindromic repeats/CRISPR-associated protein 9 (CRISPR/Cas9) (Fig 5F and 5G). We further tested the inhibitory role of the Mediator subunit MED23 in transient transfection assays; surprisingly, increasing amounts of *Med23* overexpression increased the mRNA level of *Ccl5* and *Cxcl10* in a dose-dependent manner (Fig 5H), but did not affect the expression levels of *Tnfα* or *Ccl2*, which are independent of hepatic MED23 expression (Fig 5H). By contrast, overexpression of another Mediator subunit, MED24, did not greatly change the expression of *Ccl5* or *Cxcl10* (Fig 5I), underscoring the specific effect of MED23 on *Ccl5* and *Cxcl10* expression. A previous study proposed that *Med23* overexpression could inhibit transcriptional activation through sequestering the whole Mediator complex from the transcriptional machinery [30]. Here, it seems that the overexpressed MED23 is able to sequester the whole Mediator complex, thus counteracting the inhibitory effect of the Mediator complex on *Ccl5* and *Cxcl10* expression.

### Hepatocyte MED23 cooperates with RORα to regulate *Ccl5* and *Cxcl10* expression

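RNA from whole livers was sequenced 24 hours after CCl_4_ treatment in 6 mice, 3 *med23* f/f controls and 3 labelled *med23* Δli. The mice were 8 weeks old and received 0.6 μl CCl_4_ per g body weight. CCl_4_ is a liver toxin that hepatocytes convert into a reactive radical, mainly around the central vein. *Albumin*-cre was used to delete the floxed part of *Med23*, and the paper describes the deletion as specific to hepatocytes. How far the other cells of the liver keep *Med23* was not examined here. The authors aligned the paired reads to the mouse genome (UCSC mm10) with TopHat, and Cuffdiff gave 1 value per gene and library in FPKM, fragments divided by transcript length and library size. FPKM values keep no read counts, so the depth behind each library is unknown beyond the median read number in the paper's methods. Between 7628 and 9341 genes were listed at 0 in a library. The 10 most abundant genes held 17.1%, 17.7% and 20.3% of the summed FPKM in the control libraries and 11.9%, 13.5% and 13.7% in the libraries labelled *med23* Δli. Because FPKM values are not counts, the groups were compared on the log2(FPKM + 0.1) scale with limma, for the 11956 genes with a mean of at least 0.5 FPKM. A fold change on this scale understates the change of genes with low values. Genes were counted as up-regulated or down-regulated when the log2 fold change was larger than 1 in size and the adjusted p was under 0.05 (limma, Benjamini-Hochberg adjustment).

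The deleted gene was examined first as a check of the labels. *Med23* (ENSMUSG00000019984.16) lies on the plus strand of chromosome 10 of mm10, from 24869986 to 24913681. It had 3.42, 2.97 and 4.14 FPKM in the control livers and 3.40, 3.40 and 2.91 FPKM in the livers labelled *med23* Δli. The means were 3.51 ± 0.589 and 3.24 ± 0.286 (SD, n = 3 each), a log2 fold change of −0.11 with a standard error of 0.17 and an adjusted p of 0.686 from limma, which is within the spread between replicates. An exact two-sided permutation test gave p = 0.4, and 3 livers against 3 cannot give a p below 0.1. With each library left out in turn, the log2 fold change ranged from −0.22 to 0.02, the latter without control replicate 3. The authors' deposited table gives a log2 fold change of −0.12 with q = 0.689. These values cover all exons of the gene and all cells of the liver, not the deleted part in hepatocytes. As the level of *Med23* does not tell the groups apart, the livers are named here by their labels, and each direction given for them rests on those labels.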

To better understand the mechanisms through which *Med23* deficiency enhances *Ccl5* and *Cxcl10* expression in hepatocytes, we carried out a genome-wide transcriptome analysis of whole livers from control and *med23*^Δli^ mice 24 hours after CCl_4_ treatment. 

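Of the genes tested, 532 were up-regulated and 412 down-regulated in the livers labelled *med23* Δli. At an adjusted p under 0.05 (limma) and any size of change, 1384 genes were higher and 1133 lower. In 43.7% of the tested genes, the 3 values of one group did not overlap with the 3 values of the other. The average over the 10 ways to split the 6 libraries is 10%. Genes vary together between livers, so a single split can lie far from this average, and the comparison is not a test. The counts moved most when the test was made against the 2-fold change itself (treat in limma), which left 36 up-regulated and 12 down-regulated genes. Without *med23* Δli replicate 1 there were 319 up-regulated and 268 down-regulated genes, and without replicate 3 of that group 269 were down-regulated. The authors' deposited table calls 660 genes up and 593 down, which are the genes with a change of more than 2-fold and q under 0.05 in that table. Of these, 594 and 531 passed the filter on low values, and 495 (83.3%) and 378 (71.2%) were also up-regulated and down-regulated in the test made here. The other 66 and 62 genes that the authors' deposited table calls lay under the filter, and 0 of the tested calls had the opposite sign.

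Among the up-regulated genes whose values did not overlap between the groups, the 5 largest log2 fold changes were those of *Hba-a1*, *Flnc*, *Acot5*, *Snora78* and *Aloxe3*. This order holds for the pseudocount of 0.1: with pseudocounts of 1 and 0.01, the log2 fold change was 1.69 and 7.75 for *Snora78*, 2.32 and 7.73 for *Hba-a1*, and 3.51 and 4.71 for *Flnc*. *Flnc*, which encodes filamin C, rose from 0.851 ± 0.503 FPKM to 20.0 ± 4.60 FPKM (SD, n = 3 each), a log2 fold change of 4.53 with a standard error of 0.40 and an adjusted p of 0.00131 from limma. *Acot5*, an acyl-CoA thioesterase gene, had a log2 fold change of 4.49 (adjusted p = 0.000353, limma), but its control values lay between 0.0443 and 0.127 FPKM, and the log2 fold change was 2.25 with a pseudocount of 1 and 5.44 with 0.01. *Aloxe3*, a lipoxygenase gene, had a log2 fold change of 4.48 (adjusted p = 0.00324, limma). *Hba-a1*, an alpha-globin gene, is uncertain because reads can be split between it and its near-identical copy *Hba-a2*. Its values were 18.0, 4.77 and 0.139 FPKM in the livers labelled *med23* Δli and at most 0.00311 FPKM in the controls, and its adjusted p from limma, 0.0410, rose above 0.05 when any library other than *med23* Δli replicate 3 was left out, up to 0.121 without *med23* Δli replicate 2. *Snora78* was listed at 0 in every control library and at 3.53, 1.03 and 2.68 FPKM in the livers labelled *med23* Δli, and it overlaps *Snhg9* on the same strand, which the counting could have split. The 5 largest falls were those of *Mup7*, *Mup1*, *Mup12*, *Mup8* and *Mup14*, genes of the major urinary protein family on chromosome 4, which are near-identical copies and therefore uncertain one by one. *Mup7* fell from 3398 ± 905 FPKM to 65.9 ± 16.6 FPKM (SD, n = 3 each), a log2 fold change of −5.68 (adjusted p = 0.000229, limma), and the other 4 had log2 fold changes between −4.79 (*Mup1*) and −4.07 (*Mup14*).

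**Figure D1:**
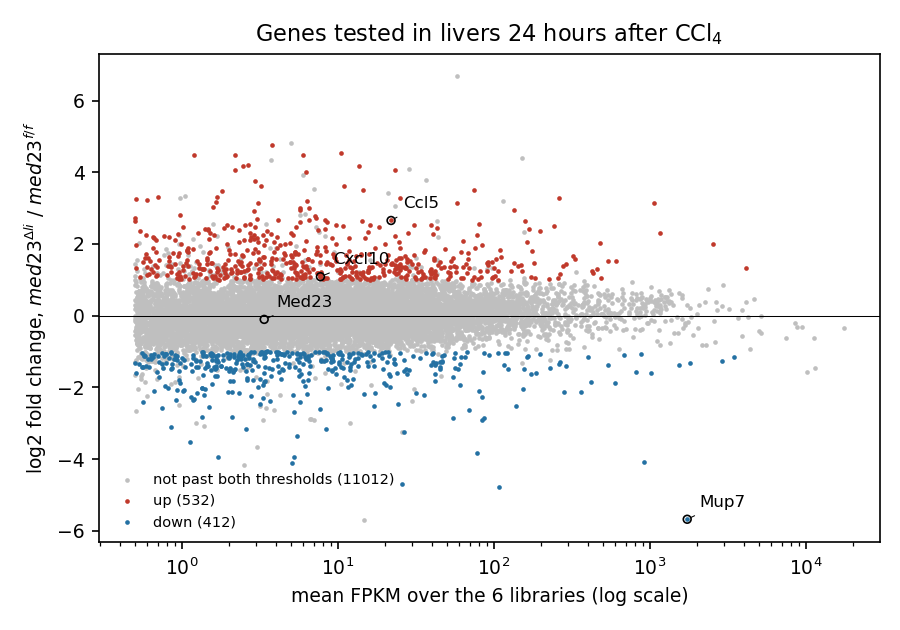
Log2 fold change between livers labelled *med23* Δli and control livers (vertical axis) against mean FPKM over the 6 libraries (horizontal axis, log scale) for the genes tested. Each point is a gene. Red points are the 532 up-regulated genes and blue points the 412 down-regulated genes, and *Med23* sits at −0.11, close to the line at 0.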

RNA-seq data analysis revealed that 593 genes were down-regulated more than 2-fold and 660 genes were up-regulated more than 2-fold in the *med23*^Δli^ set relative to their expression in the control set (Fig 6A). 

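Fig 6C lists 28 genes of the monocyte chemotaxis set. In the deposited values, 13 of them lay under the filter on low values, the highest of these with a mean of 0.348 FPKM, and *Ccl26* was listed at 0 in every library. Of the 15 genes tested, 10 were higher and 5 lower in the livers labelled *med23* Δli, and 4 were up-regulated past both thresholds (*Ccl5*, *Lgals3*, *Ccl7* and *Ccl3*). With p-values adjusted over the list alone, 8 genes had an adjusted p under 0.05 (limma), against 5 when adjusted over all genes tested. The paper found the set in these same livers, so the first count and the set tests and scores below are not independent evidence. As a set, the 15 genes lay higher than the other genes at p = 0.0696 in camera, the gene set test of limma, with its preset correlation of 0.01 between genes. Estimating the correlation gave p = 0.125. A rotation test that keeps the correlation between genes, fry, gave p = 0.00482. This test asks whether the genes of the set changed, not whether they changed more than other genes, so it does not test enrichment. Without *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5* and *Ccl7*, the p of camera was 0.976, the largest move of any alternative. With each library left out in turn, p ranged from 0.0284 to 0.173, and it was under 0.05 without control replicate 2 (0.0284), without *med23* Δli replicate 2 (0.0385) and without *med23* Δli replicate 3 (0.0418). The enrichment score of GSEA, computed over the 17752 genes with any value above 0, of which 27 belong to the set, was 0.497, and it ranged from 0.456 to 0.579 with each library left out. Its peak came at rank 1532 after *Lgals3*, *Ccl5*, *Ccl7*, *Ccl2*, *Ccl24*, *Ccl3* and *Ccl4*, and without the 5 chemokines named above the score was 0.267. Ranking only the 10893 genes with a mean of at least 1 FPKM, of which 14 belong to the set, gave a score of 0.643.

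*Ccl5* (ENSMUSG00000035042.2) lies on the minus strand of chromosome 11 of mm10 from 83525778 to 83530518. It had 5.91 ± 2.15 FPKM in the control livers and 38.0 ± 15.1 FPKM in the livers labelled *med23* Δli (SD, n = 3 each), a log2 fold change of 2.65 with a standard error of 0.36 and an adjusted p of 0.00426 from limma. Leaving out each library moved the log2 fold change between 2.33 and 2.95. *Cxcl10*, a chemokine gene outside the set (ENSMUSG00000034855.13; chromosome 5, minus strand, 92346638 to 92348889), rose from 4.94 ± 0.925 FPKM to 10.5 ± 1.24 FPKM (SD, n = 3 each), a log2 fold change of 1.09 with a standard error of 0.17 and an adjusted p of 0.00737 from limma. The log2 fold change of *Cxcl10* was close to the threshold of 1 and fell under it without control replicate 2 and with a pseudocount of 1 (0.96 in both), and leaving out each library moved it up to 1.22. Every liver labelled *med23* Δli had more transcript of either gene than every control liver, which is the smallest p an exact two-sided permutation test of 3 against 3 can give (0.1). *Lgals3* had a log2 fold change of 1.81 (adjusted p = 0.00899, limma). For *Ccl7* it was 1.72 (adjusted p = 0.0215, limma), with an adjusted p of 0.0791 without *med23* Δli replicate 1 and 0.0708 without *med23* Δli replicate 2. The log2 fold change of *Ccl3* was 1.34 (adjusted p = 0.0404, limma) but 0.77 with a pseudocount of 1, and its adjusted p rose above 0.05 when control replicate 1, control replicate 2, *med23* Δli replicate 1 (0.132) or *med23* Δli replicate 2 was left out. *Ccl2* rose by less than 2-fold, with a log2 fold change of 0.91 (adjusted p = 0.0358, limma), and its adjusted p exceeded 0.05 without any of those same 4 libraries, reaching 0.119. *Ccl4*, at 1.21, did not pass (adjusted p = 0.0527, limma) except without *med23* Δli replicate 3 (0.0272), and *Ccl24*, at 0.84, did not pass either (adjusted p = 0.0533, limma). The adjusted p of *Ccl24* was under 0.05 without control replicate 2 (0.0228), with a pseudocount of 1 (0.0464), without a trend in eBayes (0.0403) and with robust eBayes (0.0484), and its log2 fold change exceeded 1 only in the first of these.

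**Figure D2:**
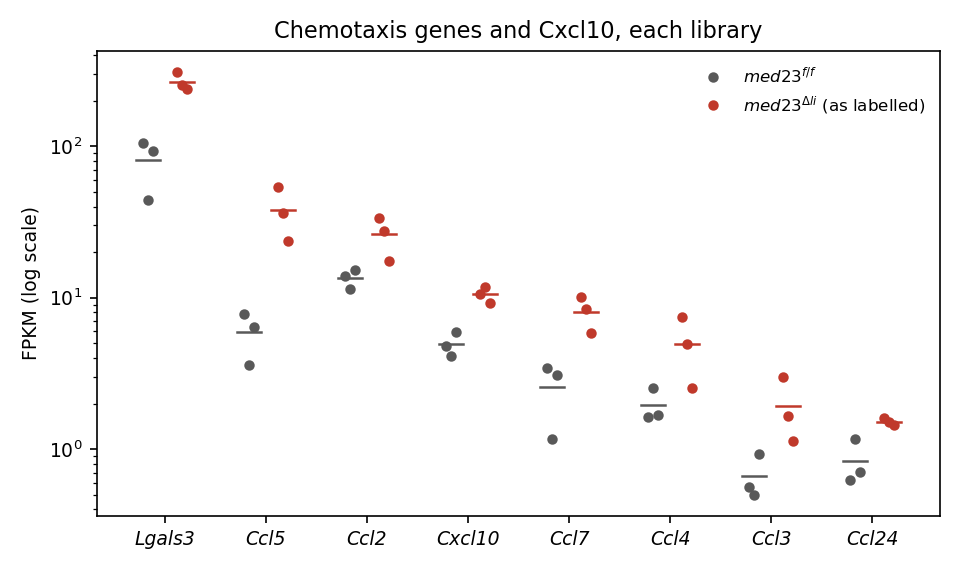
FPKM (log scale) of 8 genes in each library. Grey points are control livers, red points are livers labelled *med23* Δli, and each bar is the mean of 3 livers. The 3 red points of *Ccl5* lie between 23.6 and 53.8 FPKM, above the control livers at 3.57 to 7.80 FPKM, whereas the groups of *Ccl4* overlap.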

Gene set enrichment analysis (GSEA) of these up-regulated genes showed that they were enriched in monocyte chemotaxis, consistent with the effect of *Med23* deletion in up-regulating the expression of various chemokines (Fig 6B and 6C).

**Fig 6:**
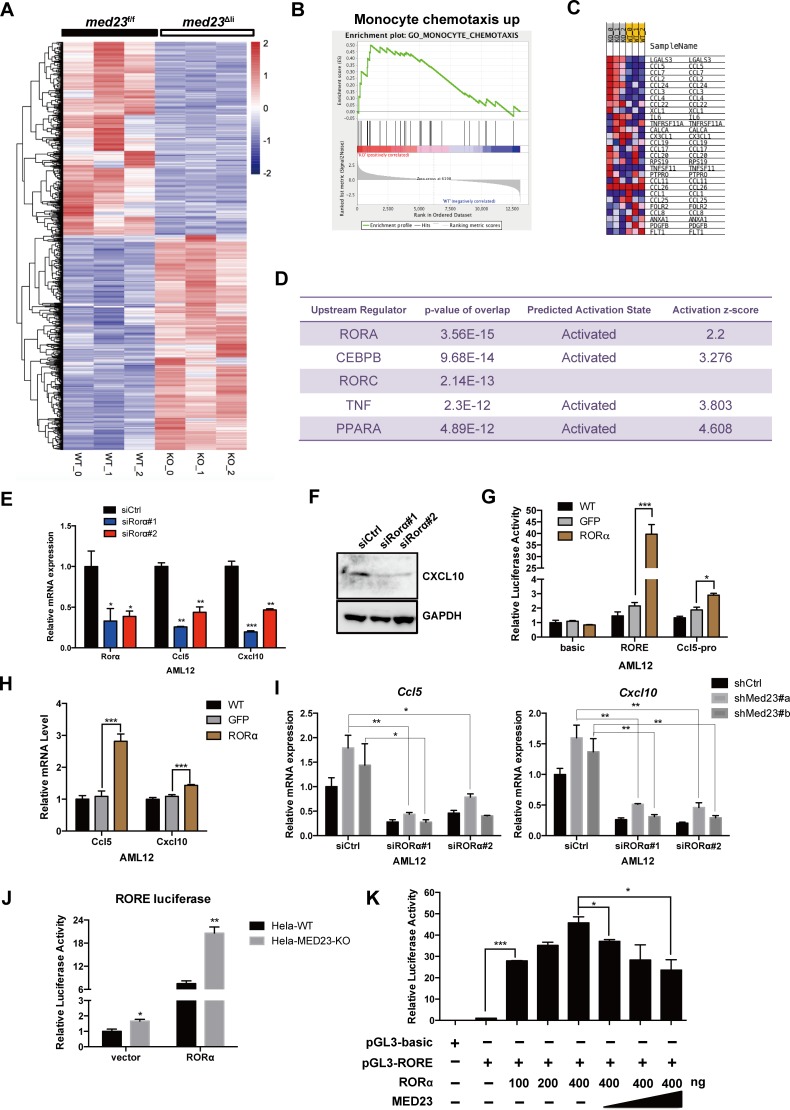
Hepatocyte MED23 cooperates with RORα to regulate *Ccl5* and *Cxcl10*. (A) Heatmap analysis of differential expression genes between *med23*^f/f^ and *med23*^Δli^ mouse livers after acute administration of CCl_4_ for 24 hours. We found that 593 genes were down-regulated (>2-fold) and 660 genes were up-regulated (>2-fold) in the *med23*^Δli^ mice. (B-C) GSEA analysis of up-regulated genes (>2-fold) in *med23*^Δli^ mice (B) and genes included in the panel B (C). (D) IPA was performed to predict the upstream regulator of up-regulated genes (>2-fold). The top five regulators are listed. (E) qRT-PCR analysis of *RORα*, *Ccl5*, and *Cxcl10* expression in AML12 cells after *RORα* knockdown (*n* = 3 per group). (F) Western blotting analysis of CXCL10 protein expression in AML12 cells after *RORα* knockdown. GAPDH was used as a loading control. (G) Effect of *RORα* overexpression on RORE and Ccl5-pro luciferase reporter activity in AML12 cells (*n* = 3 per group). (H) qRT-PCR analysis of *Ccl5* and *Cxcl10* expression in AML12 cells after *RORα* overexpression (*n* = 4 per group). (I) qRT-PCR analysis of *Ccl5* and *Cxcl10* expression in shCtrl and shMed23 AML12 cells after *RORα* knockdown. The expression was normalized to *Gapdh* (*n* = 3 per group). (J, K) Effect of MED23 on RORE-luciferase reporter activity in HeLa cell line (*n* = 3 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. For underlying data, see S1 Data file. AML12, alpha mouse liver 12; Ccl, C-C motif chemokine ligand; CCl_4_, carbon tetrachloride; CEBPB, CCAAT enhancer binding protein beta; Cxcl, C-X-C motif chemokine ligand; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; GFP, green fluorescent protein; GSEA, gene set enrichment analysis; IPA, Ingenuity Pathway Analysis; KO, knockout; MED23, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; PPARα, peroxisome proliferator activated receptor alpha; qRT-PCR, quantitative real-time PCR; RORα, RAR-related orphan receptor alpha; RORE, RORα response element; shCtrl, negative control vector containing scrambled shRNA; shMed23, shRNA against Med23; siCtrl, negative control vector containing scrambled siRNA; siRORα, siRNA against RORα; TNFα, tumor necrosis factor alpha; WT, wild-type.

Mediator is known as a transcriptional cofactor targeted by distinct TFs in response to different signaling stimulators [15]. To identify the potential TFs cooperating with MED23 to control the expression of various chemokines, we then performed Ingenuity Pathway Analysis (IPA) on significantly up-regulated genes with a 2-fold increase in expression after *Med23* deletion in hepatocytes. The predicted upstream regulators pointed toward several TFs, including RORα, CCAAT enhancer binding protein beta (C/EBPβ), RORγ, and peroxisome proliferator activated receptor alpha (PPARα), possibly activated after *Med23* ablation in hepatocytes (Fig 6D), implying that these genes could contribute to the increased chemokine expression. 

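S3 Data names, for each regulator, the up-regulated genes that IPA lists as its targets. S3 Data draws them from genes already called up in the same livers, so their direction follows from that choice and was not tested. Names were matched by their letters to mouse genes, and 4 matches are not called up in the authors' deposited table and may stand for other mouse genes: *Hsd3b1* (under RORα and PPARα, below the filter on low values), *Cxcl2* and *Hamp* (under C/EBPβ and TNF) and *Gbp6* (under TNF). *Cxcl2* is called down there, and its log2 fold change here was −1.60. The counts and medians below include these matches; without them the median is 1.56 for C/EBPβ and 1.46 for TNF. The entry of RORα names 31 targets, of which 26 were matched by name, 23 passed the filter on low values and 15 were up-regulated in the test made here. The median log2 fold change of the 23 tested targets was 1.97 (from 1.09 to 3.75). In 20 of the 26 matched targets, every liver labelled *med23* Δli lay above every control liver. Of the 35 tested targets of C/EBPβ, 24 were up-regulated (median log2 fold change 1.51), and of the 34 of PPARα 22 (median 1.52). TNF, also in Fig 6D, has 55 tested targets in the copy of S3 Data used here, which ends before the list does, and 39 of them were up-regulated (median 1.45). The TNF count moved most between settings, to 24 without *med23* Δli replicate 1 and 24 without *med23* Δli replicate 3, whereas leaving out single libraries gave 14 to 17 targets for RORα, 16 to 26 for C/EBPβ and 16 to 23 for PPARα. *Ccl5* is listed under RORα, C/EBPβ and TNF, *Cxcl10* under RORα and TNF, and neither under PPARα. Of the matched targets of C/EBPβ, 6 (*Adipoq*, *Adrb3*, *Cyp1a1*, *Hamp2*, *Prkar2b* and *Ucp1*) were at least 2 times higher in *med23* Δli replicate 2 than in any other library, as were 5 targets of TNF and 5 of PPARα.

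The transcripts of these regulators were examined as well. *Rora* had 5.90 ± 2.35 FPKM in the control livers and 7.04 ± 1.66 FPKM in the livers labelled *med23* Δli (SD, n = 3 each), a log2 fold change of 0.31 that lies within the spread between replicates (standard error 0.30, adjusted p = 0.487, limma) and becomes −0.01 without control replicate 2. *Cebpb* had a log2 fold change of 0.73 (adjusted p = 0.0479, limma), and its adjusted p rose above 0.05 when any library other than control replicate 3 was left out, up to 0.147 without *med23* Δli replicate 2. *Ppara*, at −0.15, did not differ beyond the replicate error (adjusted p = 0.636, limma), nor did *Tnf*, at 0.30 (adjusted p = 0.562, limma), which becomes −0.02 without control replicate 1.

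The paper's reasoning runs from the genes up-regulated after *Med23* deletion, through the regulators whose known targets are over-represented among them, to the transcription factors that could act on the chemokine genes. For RORα the paper reports an overlap p of 3.56e-15 and an activation z-score of 2.2, and it proposes that RORα and the other predicted factors could contribute to the increased chemokine expression.

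**Figure D3:**
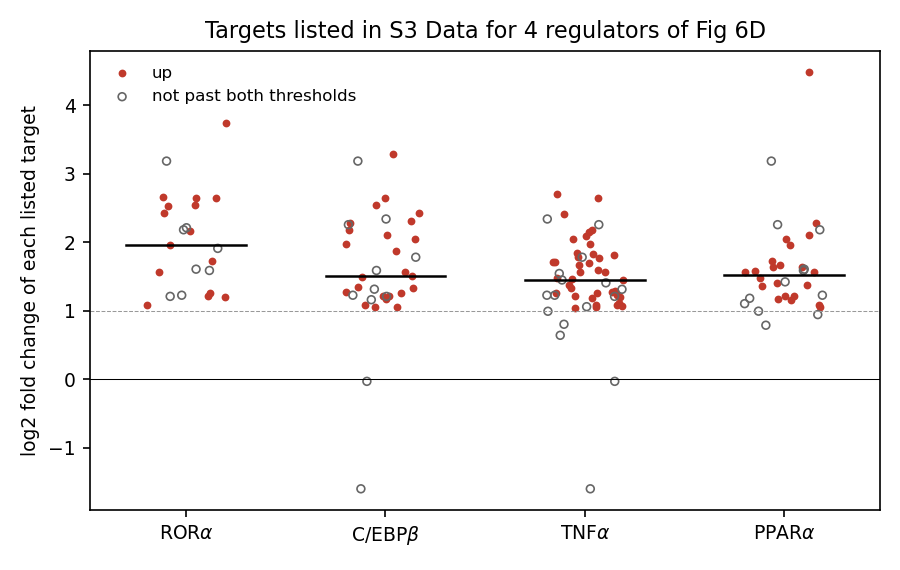
Log2 fold change between livers labelled *med23* Δli and control livers for each tested target of 4 regulators of Fig 6D. Each point is a target gene, filled where it is up-regulated past both thresholds, and the horizontal bars are medians, which lie between 1.45 (TNF) and 1.97 (RORα). The dashed line marks a log2 fold change of 1.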

Analysis of the published database revealed higher *RORα* expression in cirrhosis samples than in normal samples, whereas the expression of other TFs was unchanged (S4A Fig); therefore, we focused on further analysis of RORα. To verify that RORα regulates *Ccl5* and *Cxcl10* expression, we knocked down *Rorα* in wild-type (WT) AML12 cells using small interfering RNA (siRNA) and observed that the *Ccl5* and *Cxcl10* mRNA levels were consistently decreased after RNA interference (RNAi) transfection (Fig 6E). The protein level of CXCL10 was much lower in *Rorα*-silenced AML12 cells than in control cells (Fig 6F). We further introduced *RORα* into the WT AML12 cells using retroviral transduction and found that ectopic *RORα* expression indeed activated RORα response element (RORE) reporter activity (Figs 6G and S4B). qRT-PCR and luciferase reporter results revealed that ectopic expression of *RORα* strongly stimulated *Ccl5* expression and modestly increased *Cxcl10* expression (Fig 6G and 6H) but had no effect on *Ccl2* transcription level (S4C Fig). These data suggested that RORα is a novel upstream regulator of *Ccl5* and *Cxcl10*. To further understand how MED23 cooperates with RORα to regulate *Ccl5* and *Cxcl10* expression, *Rorα* was knocked down in AML12 cells with or without *Med23* knockdown. Notably, the increase in the levels of *Ccl5* and *Cxcl10* mRNA by *Med23* deficiency was significantly reduced after *Rorα* knockdown (Fig 6I), suggesting a possible functional interaction between RORα and MED23 in controlling *Ccl5* and *Cxcl10* expression but not *Ccl2* expression (S4D Fig).

We next performed dual-luciferase reporter assays to assess the effect of MED23 on RORα-driven RORE reporter activity. Consistent with endogenous *Ccl5* and *Cxcl10* regulation, *MED23* deletion significantly increased the RORE reporter activity driven by RORα (Fig 6J). Moreover, we transfected HeLa cells with increasing dosage of *RORα* and *Med23* along with RORE reporter to further verify the regulation of RORα activity by MED23. Increasing RORα expression up-regulates the RORE reporter activity in a dose-dependent manner (Fig 6K). Importantly, RORα-activated RORE activity was repressed gradually with increasing dosage of *Med23* (up to 2-fold decrease) (Fig 6K). Together, these data suggested that the Mediator subunit MED23 could act as a “corepressor” of RORα in directing *Ccl5* and *Cxcl10* transcription.

Mediator is well recognized as a coactivator for transcriptional activation; however, there are a few studies showing that several Mediator subunits, especially the kinase submodule, may also inhibit gene transcription [31–33]. For example, Mediator has been shown to link the RE1 silencing TF (REST) with the G9a histone methyltransferase to suppress neuronal gene expression through histone H3K9 dimethylation in nonneuronal cells [31, 34]. To dissect how the Mediator subunit MED23 suppresses cytokine gene expression, we performed chromatin immunoprecipitation (ChIP) assays and found that the binding pattern of MED23 and RNA polymerase II (Pol II) at the promoter regions (P1, P2, and P3) of *Ccl5* and *Cxcl10* were similar; importantly, the occupancy of MED23 is most enriched at the core promoter regions (P1 and P2) (Fig 7A). Interestingly we also observed the occupancy of MED23 in the *Ccl5* coding region (P4), implying that MED23 might also affect *Ccl5* expression via the postrecruitment function (Fig 7A). We further analyzed the histone methylation profiles of the *Ccl5* and *Cxcl10* gene promoters in *med23*^f/f^ and *med23*^Δli^ mouse liver tissues and observed high H3K9 dimethylation occupancy in the proximal and distal promoters of *Ccl5* and *Cxcl10*, which was largely reduced in livers with *Med23* deletion (Fig 7B). In comparison, the H3K4 trimethylation occupancy in the *Ccl5* and *Cxcl10* promoters was comparable between *med23*^f/f^ and *med23*^Δli^ mouse livers (Fig 7B). We next examined whether the histone methyltransferase G9a affects *Ccl5* and *Cxcl10* expression and observed that, compared with the vector control, *G9a* overexpression in AML12 cells repressed *Ccl5* and *Cxcl10* mRNA expression, whereas the MED23-independent *Ccl2* mRNA level was not affected by *G9a* overexpression (Fig 7C). Together, these data suggest a mechanistic model in which the Mediator subunit MED23 may suppress RORα-directed *Ccl5* and *Cxcl10* expression through G9a-mediated H3K9 dimethylation.

**Fig 7:**
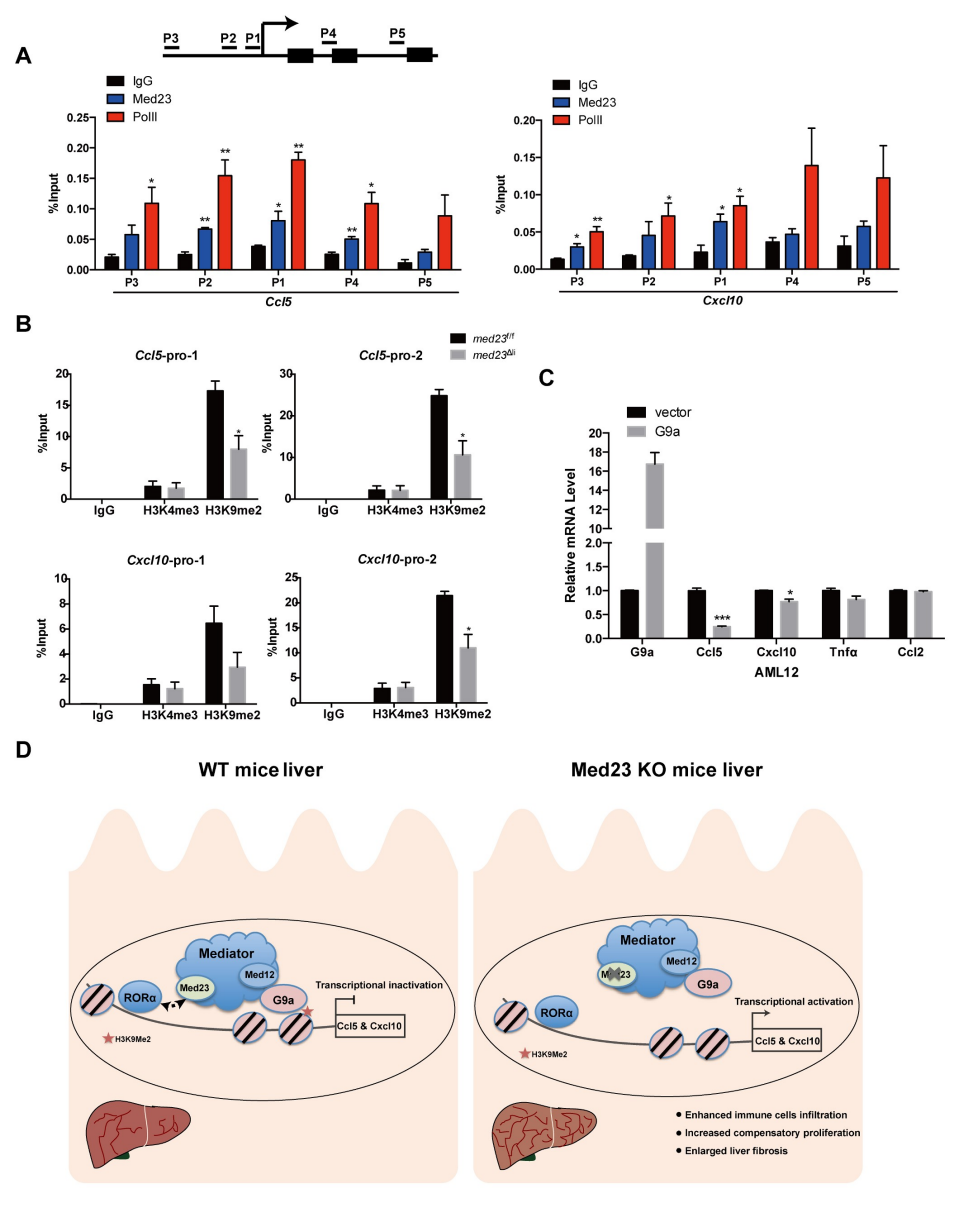
*Med23* deletion causes decreased H3K9me2 occupancy among the promoter of *Ccl5* and *Cxcl10*. (A, B) ChIP analysis of MED23 and Pol II occupancy in AML12 cells (*n* = 3 per group) (A) as well as H3K4me3 and H3K9me2 occupancy in *med23*^f/f^ and *med23*^Δli^ mouse livers after acute administration of CCl_4_ (*med23*^f/f^, *n* = 3; *med23*^Δli^, *n* = 4) (B). IgG was used as a negative control. The precipitated DNA was analyzed by qRT-PCR with primers targeting the promoter regions of *Ccl5* and *Cxcl10*. The relative binding level of each factor was calculated by normalization to the input DNA. (C) qRT-PCR analysis of proinflammatory cytokines and chemokines in AML12 cells after *G9a* transient transfection (*n* = 3 per group). (D) A proposed model for the role of MED23 in hepatocyte after CCl_4_ challenge. MED23 modulates RORα transcriptional activity possibly via G9a-mediated H3K9me2 modification to the target promoters for transcriptional repression. Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. For underlying data, see S1 Data file. AML12, alpha mouse liver 12; Ccl, C-C motif chemokine ligand; CCl_4_, carbon tetrachloride; ChIP, chromatin immunoprecipitation; Cxcl, C-X-C motif chemokine ligand; IgG, immunoglobulin G; KO, knockout; MED23, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; Pol II, RNA polymerase II; qRT-PCR, quantitative real-time PCR; RORα, RAR-related orphan receptor alpha; WT, wild-type.

## Discussion

The hepatic cellular responses to toxic drugs such as CCl_4_ are orchestrated by multiple sophisticated events including the death of hepatocytes, infiltration of immune cells, and reactivation of quiescent HSCs, which ultimately lead to an abnormal architecture and to organ damage and dysfunction [1]. In our efforts to understand the molecular basis of liver fibrosis, we discovered that the Mediator subunit MED23 may act as a transcriptional “brake” for the expression of *Ccl5* and *Cxcl10* in hepatocytes as well as for the subsequent proinflammatory cascades, which curbs CCl_4_-induced HSC activation and liver fibrosis (Fig 7D). In summary, the Mediator subunit MED23 is an anti-inflammatory and antifibrogenic factor in the liver.

Several types of cells can be stimulated to express and secrete cytokines/chemokines; in the liver, hepatocytes, macrophages and activated HSCs have been reported to produce and release cytokines/chemokines during the pathogenesis of liver injury and diseases [2]. The functions of these cytokines/chemokines and their receptors in the diseased liver have been established through knockout mouse models [9–11, 13], though their regulation by upstream signaling is not clear. We observed that mice with hepatocyte-specific *Med23* deletion show enhanced liver fibrosis. Consistent with this phenotype, we observed more extensive cytokine/chemokine expression in *med23*^Δli^ mouse livers than in control mouse livers after acute and/or chronic CCl_4_ challenge. Through selective macrophage ablation via clodronate liposome injection and in vitro cell line analysis, we further discovered that among the cytokines/chemokines, CCL5 and CXCL10 appeared to be produced in a manner directly controlled by hepatic MED23, implying that hepatic MED23 functions as a negative upstream regulator of these two important chemokines. Although the hepatocytes are thought not to be the main source of these chemokines (e.g., CCL5 and CXCL10) in the liver under the normal state, some chemokines could be derived from hepatocytes, especially when hepatic homeostasis is disrupted by manipulation like deletion of *Med23* under CCl_4_ treatment. We thus postulate that *Med23*-deficient hepatocytes are prone to induce excessive CCL5 and CXCL10 production at the injury site, which then creates a concentration gradient to attract additional macrophages and HSCs. The activated macrophages and HSCs communicate with each other through secreted factors to form a vicious cycle, which finally leads to augmented fibrosis. Lastly, we could not exclude the possibility at the present time that *Med23* deletion may also trigger the enlarged inflammatory responses via the additional molecular mechanisms, such as that *Med23*-deficient hepatocytes could activate other liver cells to produce the cytokines/chemokines. Overall, our study could expand the molecular network of upstream signaling in the production of chemokines associated with liver fibrosis.

To better understand how hepatocyte MED23 regulates the expression of *Ccl5* and *Cxcl10*, we investigated the upstream TFs that might function through the Mediator subunit MED23. Both the comprehensive transcriptome analysis and in vitro assays indicate that RORα, one member of the ROR family, is the partner of MED23 in the pathogenesis of liver fibrosis. RORα is reported to regulate cerebellum development [20, 35] and circadian rhythms [21, 22], as well as lipid metabolism and fat accumulation [23, 24, 36]. However, the role of RORα in impacting inflammatory responses is controversial [36–39]. RORα negatively regulated the TNFα-induced inflammatory responses in primary aortic smooth-muscle cells by inhibiting nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) transcriptional activity [37]. In vitro evidence supported the anti-inflammatory function of RORα in human macrophages [38]. By contrast, RORα has also been reported as a proinflammatory factor. RORα overexpression or treatment with the RORα-specific agonist increased the expression of inflammatory cytokines and increased the number of infiltrated macrophages into adipose tissue [39]. Additionally, in the adipose of RORα^sg/sg^ (staggerer [sg]) mice fed with an HFD, inflammatory response was significantly reduced [36]. These observations suggest that the influence of RORα on inflammatory responses is cell and tissue dependent. The potential effects of RORα on inflammatory responses in hepatocytes and liver are largely unknown. We found in this study that RORα can act as the upstream TF to specifically control *Ccl5* and *Cxcl10* expression positively in hepatocytes, thereby aggravating the immune response in liver. These observations provide a promising strategy for inhibiting the activation of inflammatory responses by RORα antagonists in liver disease development. Besides, it is worthwhile to note that MED23 may regulate *Ccl5* and *Cxcl10* expression via alternative molecules. For example, C/EBPβ, which determines differential gene activation by interacting with the Mediator MED23 subunit [40], was also predicted to regulate *Ccl5* and *Cxcl10* expression. However, we observed that knockdown of *C/EBPβ* only slightly affected the increase in *Ccl5* and *Cxcl10* expression caused by *Med23* silencing in AML12 cells, suggesting that C/EBPβ may not be the major player in this model system.

We observed that MED23 suppresses the transcriptional activity of RORα in hepatocytes through G9a-mediated H3K9 dimethylation (Fig 7D). In a previous study, hepatic RORα was showed to play a pivotal role in maintaining homeostasis of lipid metabolism by regulating PPARγ signaling through recruiting histone deacetylase 3 (HDAC3) to the target genes for transcriptional repression [24]. Interestingly, we have also previously observed that HDAC1 is among the potential interacting protein partners of MED23 [41]. In the future, it will be interesting to define the dynamic interacting protein network with which Mediator MED23 participates in the different diseases and to determine exact molecular mechanisms underlying the liver disease–related transcription regulation.

After chronic liver injury, surviving liver parenchyma cells expand to replenish the surrounding dead cells to maintain homeostasis [3]. However, in our study, although ECM deposition and liver fibrosis increased after hepatocyte-specific *Med23* deletion, we further observed increased compensatory hepatocyte proliferation in *med23*^Δli^ mice compared with that in control mice. These data suggest that *Med23*-deficient hepatocytes display increased regenerative capability after CCl_4_ injury, although the detailed mechanisms remain to be further investigated. Perhaps the cross talk between hepatocytes and nonparenchymal liver cells, such as HSCs and immune cells, contributes to the induction of hepatocyte proliferation; and *Med23* deficiency in hepatocytes results in increased immune cell infiltration and HSC activation while providing additional paracrine signals (HGF, cytokines, chemokines, etc.) to stimulate hepatic proliferation. Conceivably, modulating paracrine signaling may present interesting approaches for liver regeneration or liver cancer treatment.

In conclusion, we demonstrate for the first time that the Mediator subunit MED23 plays an important role in experimental liver fibrosis and provide new insight into the molecular mechanisms of inflammatory responses that initiate fibrotic changes upon liver injury. In the future, targeting the MED23/chemokine axis may provide intervention strategies for liver fibrosis.

## Materials and methods

### Ethics statement

All animal experiments were conducted using mice bred at and maintained in our animal facility according to the guidelines of the Institutional Animal Care and Use Committee of the Shanghai Institute of Biochemistry and Cell Biology (IACUC-PR01).

### Animals

The *med23*^f/f^ mice were generated via homologous recombination [42]. *Albumin*-cre mice were a generous gift from Dr. Lijian Hui (Shanghai Institute of Biochemistry and Cell Biology, CAS, China). To generate hepatocyte-specific *med23*^Δli^ mice, *med23*^f/f^ mice were crossbred with *Albumin*-cre mice as described previously [18]. All animals were maintained under a 12-hour light/12-hour dark cycle in specific pathogen–free conditions.

### CCl_4_-induced fibrosis model

The 8-week-old male mice were intraperitoneally injected with 0.6 μl/g body weight CCl_4_ (1:4 vol/vol in sunflower oil from Sigma) every 3 days for 4 weeks to induce liver fibrosis. All mice were euthanized 72 hours after the final CCl_4_ injection, and livers were collected for histological, cytological, biochemical, and molecular analyses. To induce acute liver injury, 8-week-old male mice were injected with CCl_4_ as described above; all animals were euthanized 24 hours after CCl_4_ injection.

### Cell culture

The AML12 cell line was kindly provided by Dr. Jianguo Song [43] (Shanghai Institute of Biochemistry and Cell Biology, CAS, China). The 293T and HeLa cell lines were as described previously [44, 45]. All cell lines were cultured in DMEM (HyClone, SH30243.01) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin, and 100 μg/ml streptomycin (Gibco, 15140122) at 37°C with 5% CO_2_.

### Histological analysis

HE and immunohistochemistry were performed on formalin-fixed paraffin-embedded liver sections as described previously [46]. The following antibodies were used for staining: anti-α-SMA (Abcam, ab124964), anti-PCNA (Cell Signaling Technology, 2586), and anti-Ki67 (Novocastra, NCL-Ki67p).

To detect collagen deposition, paraffin sections were stained with Sirius red dissolved in picric acid solution according to the manufacturer’s recommendations.

For F4/80 immunofluorescence staining, liver cryosections were fixed in precooled acetone for 10 minutes and washed with phosphate-buffered saline (PBS) three times. After immersion in diluted normal goat serum, sections were sequentially incubated with anti-mouse F4/80 antigen PE (eBioscience, 12–4801) overnight at 4°C. Nuclei were stained with DAPI for 5 minutes after two washes with PBS.

TUNEL assays were performed using an Apoptosis DNA Fragmentation Assay Kit (Clontech, #630107) to detect apoptotic cells. All images were visualized using a U-RFL-T microscope (Olympus, Tokyo, Japan). The positive cells or areas were counted or measured in at least five fields on each slide using ImageJ (NIH) software.

### Macrophage elimination by clodronate liposomes

A single dose of control liposomes or clodronate liposomes (10 μl/g body weight) was intravenously injected into the tail vein of 8-week-old male mice to deplete macrophages. After 24 hours, the mice were administered a CCl_4_ injection; and after an additional 24 hours, the mice were euthanized, and F4/80 immunofluorescence staining was performed to detect the efficiency of macrophage elimination.

### RNA-seq and data analysis

The purity and integrity of the extracted RNA were confirmed using an Agilent Bioanalyzer. Libraries were prepared from 100 ng of total RNA (TruSeq v2, Illumina), and pair-ended sequencing was performed on an Illumina HiSeq 2500 using bar-coded multiplexing and a 150-bp read length, yielding a median of 34.1 M reads per sample. After quality assessment of the corresponding FASTQ files with FastQC, adapter sequences were trimmed from the reads. Read alignment and junction finding were accomplished using TopHat, and differential gene expression was analyzed with Cuffdiff using the University of California Santa Cruz (UCSC) mm10 assembly as the reference sequence. In addition, genes with an expression fold change of >|2| were selected for further analysis (accession code GSE137457).

### Construction of stable *Med23* knockdown cells

An AML12 cell line with stable *Med23* knockdown was established according to the manufacturer’s recommendation (Clontech). Briefly, retroviruses were generated following the cotransfection of recombinant pSiren-RetroQ plasmids with the pCL10A1 helper plasmid into 293T cells using Lipofectamine 2000 (Invitrogen, 11668019). Culture supernatants containing retroviruses were harvested 48 hours after transfection and filtered through 0.22-μm filters. Virus-containing supernatants were mixed with 4 μg/ml Polybrene (1:100, Sigma-Aldrich) and 10 μM HEPES (pH 7.5, 1:100) and were then added to the plated cells for spin infection (2,500 rpm, 30°C, 90 minutes). Cells were selected with puromycin (Sigma-Aldrich) 24 hours after spin infection. The targeting sequences are listed in S1 Table.

### siRNA transfection

AML12 cells were transfected with the indicated siRNAs (10 μM) using RNAiMax transfection reagent (Invitrogen, 13778150) according to the manufacturer’s instructions. At 48 hours after transfection, cells were collected for protein and RNA extraction. For Fig 6I, retrovirally mediated *Med23* knockdown or the control AML12 cells were seeded into 6-well plates (150,000 cells per well). The next day, these cells were transfected with the control siRNA or RORα siRNA (10 μM) using RNAiMax transfection reagent. At 48 hours after transfection, cells were collected for protein and RNA extraction. The targeting sequences are listed in S2 Table.

### ChIP

Mouse livers (0.2 g) for ChIP assays were freshly isolated and cut into small pieces in precooled PBS supplemented with protein inhibitors. After centrifugation (450*g*, 4°C, 5 minutes), the small pieces were cross-linked with a final concentration of 1% formaldehyde in PBS on a shaker for 20 minutes at room temperature and neutralized by the addition of glycine to a final concentration of 0.125 M for 5 minutes. After washing with precooled PBS, the small pieces were homogenized in ChIP lysis buffer (50 mM Tris-HCl, pH 7.4; 1% SDS; and 10 mM EDTA), and the pellet was collected, followed by sonication. The following procedures were performed as described previously [18]. The antibodies used for ChIP were as follows: anti-H3K4me3 (Abcam, ab8580) and anti-H3K9me2 (Abcam, ab1220). DNA extracted from ChIP products was analyzed by qRT-PCR with TB Green Premix Ex Taq (Tli RNaseH Plus) (Takara, RR420A). The primers are listed in S3 Table.

### Dual-luciferase reporter assay

The dual-luciferase reporter assay was performed as described [47]. Briefly, HeLa and AML12 cells were seeded into a 12-well plate at 1 × 10^5^ cells per well overnight. These cells were then transfected with a luciferase reporter plasmid and pRL-TK (Promega) along with various expression constructs, as indicated, by Lipofectamine 2000 (Invitrogen, 11668019). All wells were supplemented with control empty expression vector plasmids to keep the total amount of DNA constant. The cells were harvested and subjected to dual-luciferase reporter assays after 24–36 hours of transfection according to the manufacturer’s protocol (Promega).

### Statistical analysis

All data are presented as the means ± SEM. A two-tailed unpaired Student *t* test or Mann-Whitney test was used to determine significant differences between data sets using GraphPad Prism (version 5.0). Differences were considered statistically significant when *P* ≤ 0.05.

## Supporting information

S1 Fig Analysis of *med23*^f/f^ and *med23*^Δli^ mice livers after feeding with MCD diet. (A) qRT-PCR analysis of fibrosis-related factors in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice fed with a MCD diet (*med23*^f/f^, *n* = 9; *med23*^Δli^, *n* = 6). (B) Liver sections from *med23*^f/f^ and *med23*^Δli^ mice fed with a MCD diet were stained with HE and α-SMA, and representative views are shown. (C) Quantification of the α-SMA-positive area in livers of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 9; *med23*^Δli^, *n* = 6). (D) The total protein was extracted from whole livers of *med23*^f/f^ and *med23*^Δli^ mice fed with a MCD diet and analyzed by western blotting using the indicated antibodies. HSP70 was used as a loading control. (E) Quantification of the α-SMA and Col1a1 levels in livers of *med23*^f/f^ and *med23*^Δli^ mice (by the gray degree value in D) and normalized to the HSP70. Error bars denote SEM from three independent experiments (*med23*^f/f^, *n* = 4; *med23*^Δli^, *n* = 4). Data are presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. For underlying data, see S1 Data file. α-SMA, alpha-smooth muscle actin; Col, collagen; HE, hematoxylin–eosin; HSP70, hot shock protein 70; MCD, methionine and choline-deficient; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; qRT-PCR, quantitative real-time PCR.
(TIF) Click here for additional data file.

S2 Fig Liver injury and liver/body weight are comparable between *med23*^f/f^ and *med23*^Δli^ mice after chronic CCl_4_ administration (related to Fig 2). (A) Serum ALT, AST, and albumin were measured in *med23*^f/f^ and *med23*^Δli^ mice (*n* = 6–7 per group). (B) Analysis of liver weight, body weight, and liver/body weight in *med23*^f/f^ and *med23*^Δli^ mice (*n* = 7 per group). Data are presented as means ± SEM. *P < 0.05, **P < 0.01. For underlying data, see S1 Data file. ALT, alanine aminotransferase; AST, aspartate aminotransferase; CCl_4_, carbon tetrachloride; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed.
(TIF) Click here for additional data file.

S3 Fig Analysis of *med23*^f/f^ and *med23*^Δli^ mice livers after acute CCl_4_ administration (related to Fig 4). (A) Representative views of HE staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice after acute CCl_4_ administration for 24 hours. (B) Serum ALT and AST were measured in *med23*^f/f^ and *med23*^Δli^ mice after acute CCl_4_ administration for 24 hours (nontreated: *med23*^f/f^, *n* = 7; *med23*^Δli^, *n* = 7; CCl_4_ 24h: *med23*^f/f^, *n* = 5; *med23*^Δli^, *n* = 4). (C) Representative images of α-SMA and F4/80 staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice after acute CCl_4_ administration for 24 hours. The liver paraffin sections were stained with α-SMA antibody, and liver frozen sections were stained with F4/80 antibody (red). DAPI (blue) was used for nuclear counterstaining. (D) Quantification of F4/80-positive cells from the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 4). (E-F) qRT-PCR analysis of *Acta2* (E) and *F4/80* (F) expression in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice. The mRNA expression was normalized to *Gapdh* (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 5). (G) Western blotting analysis of total protein extracted from whole livers of *med23*^f/f^ and *med23*^Δli^ mice using the indicated antibodies. GAPDH was used as a loading control. (H) qRT-PCR analysis of fibrosis-associated genes expression in whole-liver extracts of *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 6; *med23*^Δli^, *n* = 5). Data are presented as means ± SEM. **P < 0.01. For underlying data, see S1 Data file. α-SMA, alpha-smooth muscle actin; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CCl_4_, carbon tetrachloride; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HE, hematoxylin–eosin; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; *med23*^f/f^, *med23-*floxed; qRT-PCR, quantitative real-time PCR.
(TIF) Click here for additional data file.

S4 Fig Expressional analysis of predicted upstream regulators in liver samples of published database (related to Fig 6). (A) The published database (GSE14323) [48] was utilized to evaluate the mRNA expression of predicted upstream regulators (normal, *n* = 19; cirrhosis, *n* = 58; HCC, *n* = 38). (B-C) qRT-PCR analysis of *RORα* (B) and *Ccl2* (C) expression in AML12 cells after RORα overexpression. The mRNA expression was normalized to *Gapdh* (*n* = 4 per group). (D) qRT-PCR analysis of *Ccl2* expression in shCtrl and shMed23 AML12 cells after *RORα* knockdown. The expression was normalized to *Gapdh* (*n* = 3 per group). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. For underlying data, see S1 Data file. AML12, alpha mouse liver 12; Ccl, C-C motif chemokine ligand; *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase; HCC, hepatocellular carcinoma; MED23, Mediator complex subunit 23; qRT-PCR, quantitative real-time PCR; RORα, RAR-related orphan receptor alpha; shCtrl, negative control vector containing scrambled shRNA; shMed23, shRNA against Med23.
(TIF) Click here for additional data file.

S1 Data Numerical data used in all the figures. (XLSX) Click here for additional data file.

S2 Data List of genes with log_2_FC ≥1 or ≤1 and *P* < 0.05 found by RNA-seq in *med23*^Δli^ mice livers compared with controls following 24 hours of CCl_4_ treatment. CCl_4_, carbon tetrachloride; FC, fold change; *med23*, Mediator complex subunit 23; *med23*^Δli^, liver-specific knockout of *Med23*; RNA-seq, RNA sequencing.
(XLS) Click here for additional data file.

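S2 Data holds the FPKM of each of the 6 libraries beside the fold change, p and q of Cuffdiff for the genes the paper selected. It lists as many up-regulated genes as the authors' deposited table calls, and 590 down-regulated genes, and 0 library values differ from those of the authors' deposited table. Of the genes called in the authors' deposited table, 5 (*Arl9*, *Mt4*, *Mup5*, *Sept4* and *Sept5*) were not found in S2 Data by name, and 2 names in S2 Data, both written as dates, are not in the deposited table. The calls of the authors' deposited table are those with q under 0.05, and selecting more than 2-fold changes at an unadjusted p under 0.05 in that table gives 698 genes up and 662 down. Among the genes the authors' deposited table calls up, every liver labelled *med23* Δli lay above every control liver in 599. In 41 of them 2 livers did, and in 20 only 1 did, which was replicate 2 in 11 of these genes, replicate 3 in 5 and replicate 1 in 4. Among the genes called down in the authors' deposited table, every liver labelled *med23* Δli lay below every control liver in 520, only 1 did in 19, and in 16 no liver did.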

S3 Data The upstream regulator analysis by IPA on significantly up-regulated genes with a 2-fold increase in expression after hepatic *Med23* deletion. IPA, Ingenuity Pathway Analysis; *Med23*, Mediator complex subunit 23.
(XLS) Click here for additional data file.

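S3 Data orders 1468 upstream regulators by the p-value of overlap between the genes called up in the livers labelled *med23* Δli and the genes IPA lists as targets of each regulator. The activation z-score adds the direction in which those targets are known to respond, and an entry with no clear direction has none. In this order dexamethasone is in place 1, RORα in place 2, UCP1 in place 4, C/EBPβ in place 5, TNF in place 10 and PPARα in place 11. Of the 10 regulators placed above PPARα, 4 are chemicals, which include dexamethasone. *Ucp1*, *Adipoq* and *Adrb3* are among the called genes that enter this calculation, and *Ucp1* was at 2.29 FPKM in *med23* Δli replicate 2 and listed at 0 in the other 5 libraries. The matched targets of RORα that lie under the filter used here on low values are 3 genes, *B3galt1*, *Ccnb1* and *Hsd3b1*, the last of which the authors' deposited table does not call up.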

S1 Table List of shRNA targeting sequences. shRNA, short hairpin RNA.
(DOCX) Click here for additional data file.

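Both shRNAs against *Med23* are 19 bases long, and each matches transcripts of *Med23*, and of no other annotated mouse gene, without a mismatch (shMed23#a 3 and shMed23#b 4 of the 6 annotated *Med23* transcripts searched). The target of shMed23#a (TGAAGCCCAGGTTTGTTAT) lies in the coding part of exon 22 of 30, on chromosome 10 of mm10 from 24903684 to 24903702. The target of shMed23#b (TGGCAGTTGAGACTGGTCT) lies in the coding part of exon 4, from 24873567 to 24873585. The sequence of shCtrl matches no annotated transcript.

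**Figure D4:**
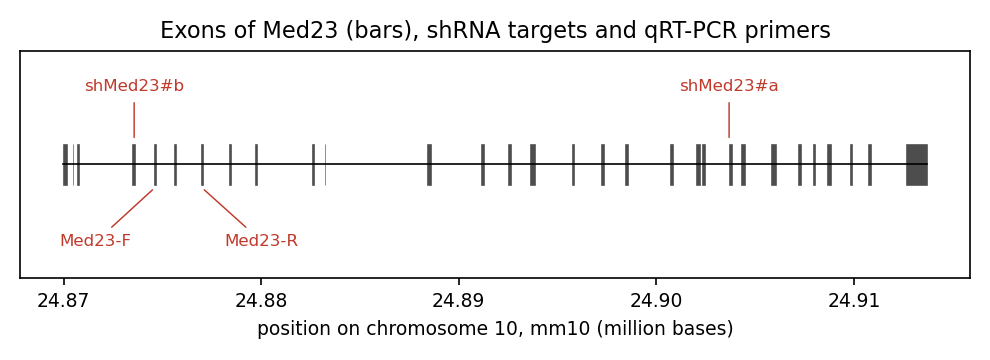
Exons of *Med23* (bars) along chromosome 10 of mm10, in Mb, with the targets of shMed23#a and shMed23#b above the gene and the qRT-PCR primers of S4 Table below it. The primers lie near the 5′ end of the gene, in exons 5 and 7, between the target of shMed23#b in exon 4 and that of shMed23#a in exon 22.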

S2 Table List of siRNA targeting sequences. siRNA, small interfering RNA.
(DOCX) Click here for additional data file.

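The siRNAs against *Rora* pair with 19 bases of its transcripts, and the TT at the end of each is an overhang. The target of siRNA #1 lies in the coding part of exon 3 of 11, on chromosome 9 of mm10 from 69348153 to 69348171, in all 3 annotated transcripts searched. The target of siRNA #2 lies in the coding part of exon 11, from 69378913 to 69378931, in 2 of these 3 transcripts. Both match *Rora* (ENSMUSG00000032238.17; plus strand, 68653786 to 69388246) and no other annotated mouse gene, and siCtrl matches none.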

S3 Table List of primers used in the ChIP-qPCR analysis. ChIP-qPCR, chromatin immunoprecipitation followed by quantitative PCR.
(DOCX) Click here for additional data file.

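The ChIP-qPCR primers amplify 5 stretches at *Ccl5* and 5 at *Cxcl10*. Each primer was searched in the annotated transcripts of its gene, and primers outside them were not placed here. At *Ccl5*, the reverse primer of stretch 4 lies in the coding part of exon 2 of 3, on chromosome 11 of mm10 from 83529229 to 83529248. At *Cxcl10*, the reverse primer of stretch 2 lies in the 5′ UTR in exon 1 of 3, on chromosome 5 from 92348841 to 92348859, and the reverse primer of stretch 4 in the coding part of exon 2, from 92348111 to 92348130. Both primers of *Cxcl10* stretch 5 lie in the 3′ UTR in exon 3, from 92347312 to 92347331 and from 92347117 to 92347135, and therefore within the transcribed region.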

S4 Table List of primers used in the qRT-PCR analysis. qRT-PCR, quantitative real-time PCR.
(DOCX) Click here for additional data file.

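The primers for *Med23* lie in exon 5 (chromosome 10 of mm10, 24874651 to 24874670) and exon 7 (24876959 to 24876978), so the qRT-PCR product reports 3 of the 30 exons, whereas an RNA-seq value of the gene covers all of them. For *Ccl5*, the forward primer lies in exon 2 (chromosome 11, 83529227 to 83529246) and the reverse primer spans the junction of exons 2 and 3. For *Cxcl10*, the forward primer lies in exon 1 (chromosome 5, 92348788 to 92348808) and the reverse primer in exon 2 (92348114 to 92348134). All of these positions are in coding sequence. The forward primer for F4/80 (*Adgre1*) spans the junction of exons 21 and 22, the last exons of the gene.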

S1 Text Supporting methods. (PDF) Click here for additional data file.

S1 Raw Images The raw images of western blotting displayed in this study. (PDF) Click here for additional data file.

## Abbreviations

AML12: alpha mouse liver 12
ALT: alanine aminotransferase
α-SMA: alpha-smooth muscle actin
AST: aspartate aminotransferase
CCL: C-C motif chemokine ligand
CCl_4_: carbon tetrachloride
CCR: C-C motif chemokine receptor
CEBPB: CCAAT enhancer binding protein beta
ChIP: chromatin immunoprecipitation
cIAP: cellular inhibitor of apoptosis protein
Col: collagen
Col1a1: collagen type I alpha 1 chain
Col3a1: collagen type III alpha 1 chain
CRISPR/Cas9: clustered regularly interspaced short palindromic repeats/CRISPR-associated protein 9
CXCL: C-X-C motif chemokine ligand
Cxcr2: C-X-C motif chemokine receptor 2
ECM: extracellular matrix
EHMT2: euchromatic histone-lysine N-methyltransferase 2
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GSEA: gene set enrichment analysis
HCC: hepatocellular carcinoma
HDAC: histone deacetylase
HE: hematoxylin–eosin
HFD: high-fat diet
Hgf: hepatocyte growth factor
HSC: hepatic stellate cell
HSP70: hot shock protein 70
Il-6: interleukin 6
IPA: Ingenuity Pathway Analysis
MCD: methionine and choline-deficient
MED23: Mediator complex subunit 23
*med23*^Δli^: liver-specific knockout of *Med23*
*med23*^f/f^: *med23-*floxed
MMP: matrix metalloproteinase
NASH: nonalcoholic steatohepatitis
NF-κB: nuclear factor kappa-light-chain-enhancer of activated B cells
NK: natural killer
PCNA: proliferating cell nuclear antigen
Pdgfβ: platelet-derived growth factor beta
Pdgfrβ: platelet-derived growth factor receptor beta
Pol II: RNA polymerase II
PPARα: peroxisome proliferator–activated receptor alpha
qRT-PCR: quantitative real-time PCR
RANTES: regulated upon activation normal T cell expressed and secreted factor
REST: RE1 silencing TF
γ-H2AX: phosphorylation of the histone variant H2AX
RNAi: RNA interference
RORα: RAR-related orphan receptor alpha
RORE: RORα response element
sg: staggerer
siRNA: small interfering RNA
TF: transcription factor
Tgfβ1: transforming growth factor beta 1
Tgfβr1: transforming growth factor beta receptor 1
TIMP: tissue inhibitor of metalloproteinase
Tnfα: tumor necrosis factor alpha
WT: wild-type

# Supplementary material for: Mediator MED23 regulates inflammatory responses and liver fibrosis
**Source:** PLoS Biol. 2019 Dec 5;17(12):e3000563. doi: 10.1371/journal.pbio.3000563
**Supplement:** S1 Table — shRNA, short hairpin RNA.

**S1 Table. The sequences of shRNA oligonucleotides:**

| **shRNA** | **sequences** |
| --- | --- |
| **shCtrl** | **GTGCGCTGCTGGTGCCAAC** |
| **shMed23#a** | **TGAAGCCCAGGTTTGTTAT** |
| **shMed23#b** | **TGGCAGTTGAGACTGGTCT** |

# Supplementary material for: Mediator MED23 regulates inflammatory responses and liver fibrosis
**Source:** PLoS Biol. 2019 Dec 5;17(12):e3000563. doi: 10.1371/journal.pbio.3000563
**Supplement:** S2 Table — siRNA, small interfering RNA.

**S2 Table. The sequences of siRNA oligonucleotides:**

| siRNA | sense (5’-3’) | antisense (5’-3’) |
| --- | --- | --- |
| siCtrl | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| Rora-Mus-#1 | GCAAGAUCUGUGGAGACAATT | UUGUCUCCACAGAUCUUGCTT |
| Rora-Mus-#2 | GGAAUUGUUCACUUCAGAATT | UUCUGAAGUGAACAAUUCCTT |

# Supplementary material for: Mediator MED23 regulates inflammatory responses and liver fibrosis
**Source:** PLoS Biol. 2019 Dec 5;17(12):e3000563. doi: 10.1371/journal.pbio.3000563
**Supplement:** S3 Table — ChIP-qPCR, chromatin immunoprecipitation followed by quantitative PCR.

**S3 Table. Primer sequences used in the ChIP-qPCR analysis**

| Primer name | Sequence (5’-3’) |
| --- | --- |
| *Ccl5*-pro-1-F | GCAGTTAGAGGCAGAGTCATAC |
| *Ccl5*-pro-1-R | CCAGGGTAGCAGAGGAAGTG |
| *Ccl5*-pro-2-F | CAAACAGACAGACAGACAGACAA |
| *Ccl5*-pro-2-R | TGTTGTAAGGAATTTGCCAGGT |
| *Ccl5*-pro-3-F  *Ccl5*-pro-3-R  *Ccl5*-pro-4-F  *Ccl5*-pro-4-R  *Ccl5*-pro-5-F  *Ccl5*-pro-5-R | CTGCTACTCCATCCCAGAGC  ACCACATCCACCTTGTCCAT  TACAGAGCACAAGGCACAGG  AGAGGTAGGCAAAGCAGCAG  TTTCTTTGAGGACACCTGCTC  GTTGTTGCTCTTGGCATTCT |
| *Cxcl10*-pro-1-F | TCTTTCCCAAGCAGCAACTC |
| *Cxcl10*-pro-1-R | ACCCAAGGCAGCAGATACC |
| *Cxcl10*-pro-2-F | AATGCCCTCGGTTTACAGG |
| *Cxcl10*-pro-2-R  *Cxcl10*-pro-3-F  *Cxcl10*-pro-3-R  *Cxcl10*-pro-4-F  *Cxcl10*-pro-4-R  *Cxcl10*-pro-5-F  *Cxcl10*-pro-5-R | GTTGGCTCGGGATGTCTCT  CACACCTCACTCTTCTGTTTCG  CTCTCTCTCTCTCACACACACACA  AATGAAACCGTGTGCTGACC  ATAGGCTCGCAGGGATGATT  ATGGATGGACAGCAGAGAGC  AGCCACTTGAGCGAGGACT |

F: forward primer, R: reverse primer.

# Supplementary material for: Mediator MED23 regulates inflammatory responses and liver fibrosis
**Source:** PLoS Biol. 2019 Dec 5;17(12):e3000563. doi: 10.1371/journal.pbio.3000563
**Supplement:** S4 Table — qRT-PCR, quantitative real-time PCR.

**S4 Table. Primer sequences used in the qRT-PCR analysis**

F: forward primer, R: reverse primer.

# Supplementary material for: Mediator MED23 regulates inflammatory responses and liver fibrosis
**Source:** PLoS Biol. 2019 Dec 5;17(12):e3000563. doi: 10.1371/journal.pbio.3000563
**Supplement:** S1 Text

## **S1 Text. Supporting methods.**

### **Western blotting**

Western blotting was performed as previously described [1]. The following primary antibodies were used for western blotting: anti-MED23 (Abcam, ab200351), anti- $\alpha$ -SMA (Abcam, ab124964), anti-GAPDH (Proteintech, 60004-1-Ig), anti-cleaved caspase 3 (Cell Signaling Technology, 9661), anti- $\gamma$ -H2AX (Cell Signaling Technology, 9718), anti-CCL2 (Proteintech, 66272-1-Ig), and anti-CXCL10 (PeproTech, 500-P129).

### **Quantitative Real-time PCR (qRT-PCR)**

Total RNA was extracted from cells or liver tissues using TRIzol (Thermo, 15596018). cDNA synthesis was carried out with a PrimeScript™ RT reagent kit with gDNA Eraser (Takara, RR047A), and qRT-PCR was then performed with technical triplicates using TB Green™ Premix Ex Taq™ (Tli RNaseH Plus) (Takara, RR420A) in an ABI QuantStudio 6 Real-time PCR machine. All expression values were normalized to those of *Gapdh*. The primers are listed in Supplementary Tables S1 in the Supplementary.

### **Serum ALT, AST, and albumin measurement**

Blood was collected from mice after anesthesia with sodium pentobarbital and was allowed to clot for 2 hours at 4 °C. Then, the collected blood was centrifuged to obtain serum. AST, ALT, and albumin levels were measured with commercial kits (Shensuoyoufu, Shanghai, China) according to the manufacturer's instructions.

### **MCD diet-induced liver fibrosis model**

Eight-week-old male mice were fed with methionine- and choline-deficient (MCD) diet (TP 3005G, Trophic Animal Feed High-tech Co., Ltd., China) for 2 months to induce liver fibrosis as previously described [2]. The food in cage was refreshed every 3 days. All mice were euthanized and livers were collected for histological, biochemical, and molecular analyses.

1. Chu Y, Gomez Rosso L, Huang P, Wang Z, Xu Y, Yao X, et al. Liver Med23 ablation improves glucose and lipid metabolism through modulating FOXO1 activity. *Cell research*. 2014;24(10):1250-65. Epub 2014/09/17. doi: 10.1038/cr.2014.120. PubMed PMID: 25223702; PubMed Central PMCID: PMC4185346.
2. Wang X, Zheng Z, Caviglia JM, Corey KE, Herfel TM, Cai B, et al. Hepatocyte TAZ/WWTR1 Promotes Inflammation and Fibrosis in Nonalcoholic Steatohepatitis. *Cell metabolism*. 2016;24(6):848-62. doi: 10.1016/j.cmet.2016.09.016. PubMed PMID: 28068223; PubMed Central PMCID: PMC45226184.

How the deposited data were processed for this re-analysis (not part of the article)

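Whole-liver RNA-seq values of 6 male mice were used, 3 *med23* f/f controls and 3 labelled *med23* Δli, each taken 24 hours after CCl_4_ treatment at 8 weeks of age. Each library is 1 mouse. The authors trimmed adapters, aligned paired reads to UCSC mm10 with TopHat and ran Cuffdiff; the paper's methods do not name the versions, the annotation or the Cuffdiff options. The deposited table of the authors holds FPKM per library and per group for 24346 genes, the log2 fold change between the groups that the authors obtained from Cuffdiff, and the p-values and q-values of the authors' test. The group FPKM in the deposited table was the mean of its libraries except for 7 genes in the controls and 5 in the other group. In the deposited table 12782 genes have a test and 11564 were not tested by the authors. No column of values per library was left unmapped.

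FPKM values carry no read counts. Low values showed no step shared between libraries from which whole reads could be recovered, so no interval from counting could be given, and the spread between the 3 mice of a group is the only error used. All 10 housekeeping genes examined were above 0 in every library.

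Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested (11956 genes). Values were taken as log2(FPKM + 0.1) and compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment over the genes tested. A gene was called up or down at a log2 fold change larger than 1 in size and an adjusted p under 0.05. The fit had no replicate block, since the paper describes none. The test was checked on simulated data: of 11956 genes with 200 changed, 189 of the changed genes (94.5%) and 4 unchanged genes were called. The simulated changes were well beyond the threshold, lay only in genes above the median level, and had errors independent between genes. The 94.5% is therefore not the power for changes near the threshold, for genes with low values or for genes that vary together. Single genes also had an exact two-sided permutation test of 3 against 3 values, whose smallest p is 0.1. The genes named are those the paper names for acute CCl_4_ treatment or for the transcriptome analysis, the 28 genes of Fig 6C, and the 5 largest rises and 5 largest falls among called genes whose groups do not overlap; members of a gene list are named where the list is reported.

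Gene sets were tested with camera in limma (correlation between genes preset to 0.01), with an estimated correlation and fry as alternatives. These were the monocyte chemotaxis genes of Fig 6C and 26 lists in all, each with at least 3 genes tested (lists with fewer were left out), with Benjamini-Hochberg adjustment over the lists. The lists were written before the deposited values were seen. S2 Data, which holds the library values of the genes the paper selected, was already available then, so the lists are not fully blind to the values. The enrichment score of GSEA was computed with signal-to-noise ranking and a weight of 1, as a description. Targets of upstream regulators were read from S3 Data and counted, with no test. Some of the regulators and genes examined are not reported here.

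The alternatives were pseudocounts of 1 and 0.01, no filter, a filter at 1 FPKM, centring of each library on its median, quantile normalization, eBayes without a trend, robust eBayes, the replicate number as a block, other thresholds (more than 2-fold with no p, with an unadjusted p, with an adjusted p under 0.01, and a test against 2-fold itself) and leaving out each library in turn. The design, the alternatives and the lists were set before the deposited data were examined, with the paper and S2 Data already available. All 10 ways to split the 6 libraries into groups of 3 were also fitted.

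Positions, GC content and transcript lengths come from GENCODE mouse release M 21, which is on the same assembly as mm10; 11505 of the 11956 genes tested have a position, GC content and length. Sequences of shRNAs, siRNAs and primers were searched in its transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining calculations and the figures. The qRT-PCR, western blot, reporter and ChIP experiments have no values among the RNA-seq files and were not analysed here. The exceptions are means, SDs, ratios of means and highest or lowest values of the qRT-PCR in S1 Data.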

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

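The tests on shares of hepatocytes, on reads shared between copies and on adipose tissue were chosen only after the result was seen, and the tests of single lists by splits, by GC content and by neighbouring genes were chosen after the p of the list was seen, though before their own outcome. Of 26 gene lists tested with camera, 5 passed an adjusted p of 0.05: endothelial cells, major urinary proteins, the integrated stress response, pericentral hepatocytes and periportal hepatocytes, none of which the paper analyses. With the correlation between genes estimated, 0 lists passed after adjustment (4 had an unadjusted p under 0.05: the first 4 of these lists). With fry 7 did, among them the same first 4, the p53 targets and the monocyte chemotaxis genes, but fry does not compare a list with other genes. In 8 of the 10 splits of the 6 libraries, the real one included, as many lists passed, so a passing list under the preset correlation is weak evidence alone. The direction of each list rests on the labels of the livers, which the level of *Med23* does not check.

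Endothelial genes were lower in the livers labelled *med23* Δli. Over the 12 genes the median log2 fold change was −0.97, all 12 were lower in every liver labelled *med23* Δli than in every control liver, 6 passed both thresholds, and 12 had an adjusted p under 0.05 when adjusted over the list alone, against 11 when adjusted over all genes tested (limma). Camera gave an adjusted p of 9.76e-09, between 6.20e-10 and 9.67e-07 over 14 alternatives, and the median stayed between −1.03 and −0.82. Only 1 of the 10 splits, the real one, gave a p as small, which is the fewest that 3 against 3 allow. After a trend with GC content and transcript length was removed, the median was −0.98. A larger share of hepatocytes in the tissue would lower the other cell types alike, yet all 12 endothelial genes lay below the lowest of 33 genes of Kupffer cells, stellate cells and cholangiocytes (*C1qa*, −0.68), whose median was −0.25. Neutrophil genes, which are outside that comparison, were lower too: all 8 tested, with a median of −0.67 (*Retnlg* −1.33, *Mmp9* −1.20) and an adjusted p of 0.0626 in camera, but 5 of the 10 splits gave a p as small. The 7 cholangiocyte genes, with a median of −0.06, did not fall with the endothelial genes, which argues against a larger share of hepatocytes as the whole cause. *Clec4g* (66.5 to 27.0 FPKM) and *Eng* (27.2 to 14.3 FPKM) were among the most abundant. *Flt1*, the highest at −0.69, is also in the chemotaxis set of Fig 6C. A hypothesis that stays open is that sinusoidal endothelial cells were fewer or less active after CCl_4_ in the livers labelled *med23* Δli, which may follow from genotype or from how far the injury had gone; neither was tested.

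Genes of the major urinary protein family were lower. Over the 12 genes tested the median was −2.73 on the log2 scale (between −2.95 and −2.04 over 14 alternatives), 11 of the 12 were lower, 10 passed both thresholds, and 11 had an adjusted p under 0.05 both when adjusted over the list alone and over all genes tested (limma). Camera gave an adjusted p of 3.82e-10, at most 1.19e-08 over the alternatives, and 1 of the 10 splits, the real one, gave a p as small. These genes are near-identical copies. If reads had only moved between copies, the sum over the family would have stayed, but it fell by 1.59 on the log2 scale (a log2 ratio of −1.59), from 18744, 17912 and 12226 FPKM to 4667, 5931 and 5592 FPKM, 3.02 times lower, and the share of all FPKM fell from 2.59% to 0.874%. Which copies changed stays uncertain, although the abundant *Mup3* (−1.15) and *Mup20* (−0.92) were lower by less than *Mup7*. A stretch of another strain's chromosome carried by one group could lower a cluster of neighbouring genes. Of 47 other genes tested within 10000000 bases of the family on chromosome 4 (59956804 to 62150863), 1 was called (*Snx30*, 2.13%), against 7.85% of 11446 genes elsewhere (Fisher's exact test, one-sided p = 0.979 for more calls near the family). A short stretch that holds little besides the family cannot be told apart from regulation of the family, because variants are not in these values. Regulation by genotype or injury remains open as a hypothesis and was not tested.

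Genes of the integrated stress response were higher. The median log2 fold change of 20 genes was 0.84 (between 0.77 and 1.08 over 14 alternatives), 17 were higher and 7 passed both thresholds, among them *Aldh1l2* (4.18), *Nupr1* (3.29), *Slc7a11* (3.13), *Vldlr* (2.55) and *Cth* (1.48). Adjusted over the list alone 13 genes had an adjusted p under 0.05, against 10 over all genes tested (limma). *Atf4* itself, which is controlled at translation, was at 0.00. Camera gave an adjusted p of 5.54e-05 (at most 0.00171 over the alternatives), and 2 of the 10 splits gave a p as small, so libraries differ in these genes within groups too, and 3 against 3 cannot settle it. Removing the trend with GC content and transcript length left a median of 1.00 over the 19 genes with these values. A stress response in hepatocytes that differs by genotype is a hypothesis, and no experiment in the table separates it from a difference in injury.

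Pericentral and periportal hepatocyte genes moved apart. The median log2 fold change of 18 pericentral genes was 0.92 (between 0.70 and 1.00 over 14 alternatives), with 16 higher and 8 past both thresholds, 12 with an adjusted p under 0.05 when adjusted over the list alone and 10 over all genes tested (limma), and an adjusted p of 1.76e-04 in camera (at most 0.00160). *Cyp2e1*, whose product converts CCl_4_, rose from 254 to 590 FPKM (log2 fold change 1.26), *Cyp1a2* had 1.62 and *Rgn* 2.36, whereas *Glul* had 0.18; *Cyp2c29* (2.26) belongs to a family of similar genes that may share reads. The 17 periportal genes had a median of −0.43, with 11 lower and 3 past both thresholds (*Etnppl*, *Arg1* at −1.56 and *Hal* at −1.45), 7 under 0.05 when adjusted over the list alone and 6 over all genes tested, and an adjusted p of 0.0400 in camera, which passed 0.05 in 12 of 14 alternatives and reached 0.109. As small a p came from 2 of the 10 splits for pericentral genes and from 3 for periportal genes. After the trend with GC content and length was removed, the pericentral median was 0.84. A larger share of hepatocytes would raise both zones and general hepatocyte genes alike, but the general genes had a median of −0.36. A candidate explanation is that fewer pericentral hepatocytes were lost or repressed in the livers labelled *med23* Δli, in which the paper reports less damage (Fig 4); that is a hypothesis from the same values, and chance in so few livers cannot be told apart from it.

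*Adipoq*, an adipocyte gene, had 5.65 FPKM in the library labelled *med23* Δli replicate 2, 0.0907 FPKM in replicate 3 and 0 in the other libraries. The list of 14 adipose genes was written before the deposited values were seen, although S2 Data, with the values of the genes the paper selected, was available. Control livers also express 6 of the 14 (*Fabp4*, *Cidec*, *Lpl*, *Car3*, *Lipe* and *Dgat2*). In replicate 2, 12 of the 14 were highest and 9 were at least 2 times the next highest library, among them the abundant *Cfd* (23.8 FPKM, at most 0.244 elsewhere) and *Fabp4* (177 FPKM, at most 66.3 elsewhere), as adipose tissue taken along with that liver would give. *Cidec* went the other way, lower in all 3 livers labelled *med23* Δli. The authors' deposited table calls *Adipoq*, *Ucp1* and *Adrb3* up, and S3 Data lists *Adipoq* and *Adrb3* among the targets of C/EBPβ, TNF and PPARα. No biological explanation was tested, since the other 2 livers of the group do not show the pattern.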

How the results depend on the processing

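No alternative was added after the data were examined. Over the 19 alternatives, between 36 and 730 genes were up and between 12 and 638 down. In the 15 of them that refit all genes, up-regulated genes made up between 53.1% and 61.8% of the calls (56.4% as reported), and 0 of the reported calls took the opposite sign. The count of genes down fell to 229 with a pseudocount of 1 (371 up) and rose to 638 when a 2-fold ratio of group means alone was asked for (658 up); a pseudocount of 1 shrinks the changes of genes with low values by its construction. A threshold of 0.01 on the adjusted p left 285 up and 186 down, and a test against the 2-fold change itself left 36 and 12, both stricter by construction. Leaving out each library in turn gave from 319 to 730 genes up and from 268 to 529 down. The lowest counts came without *med23* Δli replicate 1 (319 and 268) and, for genes down, also without *med23* Δli replicate 3 (269). The highest, 730 and 529, came without *med23* f/f replicate 3; with 2 libraries in a group the test has fewer samples, and why this library raised the counts was not tested. Of the 532 and 412 genes reported, 447 and 336 were still called without the filter on low values, 507 and 409 after centring each library on its median, and 491 and 395 after quantile normalization. The median log2 fold change of all genes moved from 0.02 to between −0.02 and 0.05.

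*Med23* stayed short of the threshold in all 15 alternatives (adjusted p from limma between 0.392 and 0.948). Its log2 fold change ranged from −0.22 to 0.017 with single libraries left out and was above 0 only without *med23* f/f replicate 3; the cause was not tested.

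The p of camera for the monocyte chemotaxis set was 0.0696 as reported and 0.00482 with fry. It ranged from 0.0284 to 0.173 with single libraries left out. Fewer than 28 genes are read because of the filter; without any filter p was 0.0664. Without the 5 chemokines p was 0.976, so the remaining genes of the set showed no shift as a group. Taking out members already seen to be higher raises p by construction, so this is a description and not a further test. Robust eBayes does not enter camera and gives no value for the set. Among the 26 lists, 5 passed as reported, 0 with an estimated correlation and 7 with fry. Camera compares a set with the other genes, whereas fry asks only whether the genes of the set changed, so they answer different questions. Beyond this, why the set tests differ was not tested for the monocyte set and the lists.

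The targets of RORα, C/EBPβ and PPARα that were up stayed within 1.5 times of the reported number in all 15 alternatives. For TNF, between 24 and 42 targets were up with single libraries left out, against 39 as reported. The count was 24 without *med23* Δli replicate 1 and 24 without *med23* Δli replicate 3. Fewer samples alone do not account for this, as the count of 42 also came with a library left out, and the cause was not tested.

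Among the single genes named, 8 besides *Med23* changed sign under an alternative, none of which passed as reported: without *med23* f/f replicate 1, *Tnf* (−0.020, up to 0.52 with other libraries left out) and *Rps19* (−0.0079, up to 0.19); without *med23* f/f replicate 2, *Il1a* (−0.045, up to 0.25), *Rora* (−0.0077, up to 0.59) and *Folr2* (0.025, down to −0.55); without *med23* f/f replicate 3, *Adgre1* (0.12, down to −0.18) and *Cx3cl1* (−0.017, up to 0.52); without *med23* Δli replicate 1, *Il1a* (−0.01); and without *med23* Δli replicate 2, *Ccl25* (0.055, down to −0.50). Their causes were not tested. Of the other results for single genes, 560 kept direction and side of the threshold of 0.05 on the adjusted p, 33 (for *Ccl2*, *Ccl3*, *Ccl7*, *Cebpb* and *Hba-a1*) were no longer past it, and 9 (for *Ccl4*, *Ccl24*, *Flt1*, *Gapdh* and *Il1b*) came past it.

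With the replicate number as a block, 477 genes were up and 353 down. Same-numbered libraries of the groups did not deviate together: the correlations of their deviations from the group means across genes, which are not independent replicates, were −0.0222, −0.0459 and −0.1235. The numbers therefore do not pair the libraries, and the block is given only for completeness. A test on read counts was not run, since the values are FPKM. For the same reason the reads behind genes with low values, such as *Il6* and *Mki67*, are unknown. Both lay under the filter and were left out of the reported limma fit. The exact two-sided permutation test gave p = 0.4 for *Il6* and p = 0.2 for *Mki67*.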

Differences from the paper's values

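The log2 fold change of *Acot5* was 4.49 against the paper's 5.50 in S2 Data. With a pseudocount of 0.01, set before the deposited data were examined, the value was 5.44, which closes the gap. None of the other alternatives closed it (2.25 with a pseudocount of 1, 4.41 after quantile normalization, and from 4.29 to 4.64 with single libraries left out).

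The paper lists 660 up-regulated and 593 down-regulated genes, and 532 and 412 passed here. These counts are within 1.5 times of each other. A 2-fold ratio of group means with no p threshold gave 658 and 638, and an unadjusted p under 0.05 gave 613 and 488.

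The paper counts *Ccl4* among the up-regulated genes (S2 Data and the authors' deposited table). Its log2 fold change here was 1.21 with an adjusted p of 0.0527 from limma, which does not pass. It was called without *med23* Δli replicate 3 (1.63, adjusted p = 0.0272 from limma), and its unadjusted p of 0.0114 passes where the p is not adjusted, as does its ratio of group means of 2.56 where only a 2-fold ratio is asked for; its adjusted p ranged from 0.0272 to 0.154 over 15 alternatives.

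The paper states that the up-regulated genes are enriched in monocyte chemotaxis (Fig 6B). The enrichment score there is about 0.50 in Fig 6B, read by eye, and 0.497 here. Ranking only the 10893 genes with a mean of at least 1 FPKM gave 0.643, so how close the scores are depends on the genes ranked. As a test, camera gave a p of 0.0696 for the set, which does not pass 0.05, and an exact permutation over the 10 splits of the libraries gave as small a p in 2 of them. In camera, a p under 0.05 came without *med23* f/f replicate 2 (0.0284), without *med23* Δli replicate 2 (0.0385) and without *med23* Δli replicate 3 (0.0418). The p of fry was also under 0.05 (0.00482), but fry does not compare the set with other genes and so does not test enrichment. The paper found the set in these same livers, so none of these p-values is independent evidence.

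The legend of Fig 6D calls the regulators shown the top ones. In the paper's S3 Data, dexamethasone is in place 1 and UCP1 in place 4, and PPARα is in place 11.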

Other observations

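The tests on exchanged labels, on the recombined allele, on *Med23* from other liver cells, on T and NK cells, on the interferon response and on the globin copies were chosen only after the result was seen, and the test on windows of the chromosomes after the calls were seen, though before its own outcome.

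The level of *Med23* hardly differed between the groups, whereas the paper's qRT-PCR in other acutely treated livers, of mice given control liposomes (Fig 5C), gives a ratio of means of 0.0733. All 6 libraries correlated more with every library of their own group than with any of the other, the closest case being *med23* f/f replicate 3 (0.953 against 0.951, Pearson correlation across genes, which are not independent replicates), which argues against 1 exchanged library. All 10 genes that the paper found higher by qRT-PCR after acute CCl_4_ (Fig 4F to 4H) had a higher mean here in the livers labelled *med23* Δli. Of them, 6 did not overlap and 5 were past both thresholds. This argues against exchanged labels of the groups, unless both measurements used the same livers under the same wrong labels. The qRT-PCR of *Med23* (Fig 5C) was made on whole livers, where the highest of 4 values was 0.130 of the control mean. That argues against intact *Med23* from other liver cells as the source of the level here. A transcript of the recombined allele could keep the value of the whole gene at a log2 fold change of −0.11. This cannot be told apart from an intact gene, because the table gives 1 value per gene and none per exon, and the qRT-PCR product covers 3 exons only.

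The calls as a whole were weighed against technical explanations. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes up, and 1 of the 10, again the real one, as many down; the other 9 splits gave at most 1 call each. The fewest that 3 against 3 allow is 1 of 10, so chance in forming the groups cannot be ruled out by this count. For the chemotaxis set, 2 of the 10 splits gave a p as small in camera. After a trend of the fold changes with GC content and transcript length was removed, 85.5% of the 910 calls with known values still passed, and after each library was centred on its median 97.0% of the 944 calls did. A segment of another strain could gather calls in a stretch of chromosome. Of 271 windows of 10000000 bases, the fullest held 13 calls (chromosome 17, from 30 Mb), 1.43% of those with a position, and calls fell on 20 chromosomes. Random draws allow 20 calls, so 0.0% of calls lay in overfull windows. That limit is high: the 10 called major urinary protein genes on chromosome 4 do not reach it. Small segments therefore cannot be ruled out by this test. The values argue against GC content or transcript length, the scale of the libraries and a single segment as the whole cause.

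*Ccl5* and *Cxcl10* were set against marker genes of other cells. More T and NK cells may raise *Ccl5*, which they express, and would raise their other genes as well. The summed FPKM of 19 T and NK cell genes was 2.88, 3.62 and 2.51 in the controls and 3.75, 3.88 and 3.13 in the livers labelled *med23* Δli, a log2 ratio of 0.26, against 2.65 for *Ccl5*. *Lck* and *Il2rb* did not rise, but *Gzma* (0.395, 0.303 and 0.524 FPKM in the livers labelled *med23* Δli), *Gzmb* and *Cd8a* were higher in every liver labelled *med23* Δli than in every control liver. Nearly all of these genes lie under the filter on low values, so more T and NK cells, or more cytotoxic ones among them, cannot be told apart from a change within other cells as the source of *Ccl5*. Across 21 macrophage and monocyte genes the median log2 fold change was −0.24, with 8 higher, so more of these cells would not account for *Ccl5*. Of 19 interferon-stimulated genes other than *Cxcl10*, 2 (*Rsad2*, 1.28, and *Oasl1*, 0.98) had at least 0.5 times the log2 fold change of *Cxcl10*, 8 were higher, and the median was −0.09, which argues against a general interferon response as the source of *Cxcl10*. In the paper's qRT-PCR of other *med23* Δli livers (Fig 5C and 5D), clodronate lowered mean F4/80 from 0.997 to 0.112 of the control mean. *Tnf*, *Il6*, *Il1a*, *Il1b* and *Ccl2* fell below the control mean. *Ccl5* was 3.45 ± 2.13 without and 2.86 ± 0.823 with clodronate, and *Cxcl10* 2.45 ± 1.55 and 2.30 ± 1.50 (SD). This argues against macrophages as the main source in those livers, although no *med23* f/f group given clodronate is listed. A change in hepatocytes, as the paper proposes, stays open.

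The reading of *Hba-a1* is consistent with reads divided unevenly between near-identical copies. *Hba-a2* had 23.9, 60.4 and 16.6 FPKM in the controls and 11.7, 36.2 and 43.6 FPKM in the livers labelled *med23* Δli, and the sum of both genes had a log2 ratio of 0.18. *Snora78* lies within *Snhg9* on the same strand (chromosome 17, 24719676 to 24719803 within 24719531 to 24719965), which had 0.456, 4.77 and 11.6 FPKM in the controls and 1.44, 0 and 0 FPKM in the others.

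The paper's qRT-PCR after acute CCl_4_ can be set beside the RNA-seq values. The paper does not state whether the sequenced livers are among those measured by qRT-PCR, so the 2 may not be independent. The ratio of means, *med23* Δli over control, is 4.41 in the paper's qRT-PCR (Fig 4F to 4H) and 6.42 in FPKM for *Ccl5*, 2.42 and 2.13 for *Cxcl10*, 2.12 and 1.94 for *Ccl2*, 1.74 and 2.90 for *Ccl3*, 2.56 and 2.56 for *Ccl4*, 2.01 and 3.15 for *Ccl7*, 2.53 and 4.11 for *Myc*, and 1.97 and 1.62 for *Il1b*. For *Tnf* the paper's ratio is 1.98 (Fig 4G) and the FPKM ratio 1.23, with an adjusted p of 0.562 (limma). *Il6* lay under the filter, with means of 0.0273 and 0.0835 FPKM. *Myc* was called up here (log2 fold change 2.05, adjusted p = 0.00131, limma), and *Il1b* was not (0.63, adjusted p = 0.116). For the genes the paper reports as not different (S3 Fig), the paper's ratios of means are 0.655 for *Acta2*, whose highest *med23* Δli value (0.821) lies below the lowest control value (0.862), 1.12 for *Adgre1*, 0.902 for *Tgfb1*, 0.841 for *Pdgfb*, 0.856 for *Col1a1* and 0.977 for *Col3a1*. The log2 fold changes here were −0.45 for *Acta2*, −0.05 for *Adgre1*, −0.30 for *Tgfb1*, −0.46 for *Pdgfb*, −0.25 for *Col1a1* and −0.15 for *Col3a1*, and 0 of these 6 had an adjusted p under 0.05 or an unadjusted p under 0.05. *Gapdh*, the reference gene of the qRT-PCR, had a log2 fold change of −0.39 (adjusted p = 0.127, limma), with every liver labelled *med23* Δli below every control liver, and it came past the threshold after quantile normalization (0.0234).

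Among the other Mediator subunits, 31 genes with *Med23* included had a median log2 fold change of −0.12, with 11 higher, and 0 passed both thresholds (2 had an adjusted p under 0.05 from limma; the set had an adjusted p of 0.310 in camera).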
